# The ribonuclease polynucleotide phosphorylase can interact with small regulatory RNAs in both protective and degradative modes

**DOI:** 10.1261/rna.052886.115

**Published:** 2016-03

**Authors:** Katarzyna J. Bandyra, Dhriti Sinha, Johanna Syrjanen, Ben F. Luisi, Nicholas R. De Lay

**Keywords:** small regulatory RNA, Hfq, RNA degradation, polynucleotide phosphorylase, RNase E

## Abstract

In all bacterial species examined thus far, small regulatory RNAs (sRNAs) contribute to intricate patterns of dynamic genetic regulation. Many of the actions of these nucleic acids are mediated by well-characterized chaperones such as the Hfq protein, but genetic screens have also recently identified the 3′-to-5′ exoribonuclease polynucleotide phosphorylase (PNPase) as an unexpected stabilizer and facilitator of sRNAs in vivo. To understand how a ribonuclease might mediate these effects, we tested the interactions of PNPase with sRNAs and found that the enzyme can readily degrade these nucleic acids in vitro but, nonetheless, copurifies from cell extracts with the same sRNAs without discernible degradation or modification to their 3′ ends, suggesting that the associated RNA is protected against the destructive activity of the ribonuclease. In vitro, PNPase, Hfq, and sRNA can form a ternary complex in which the ribonuclease plays a nondestructive, structural role. Such ternary complexes might be formed transiently in vivo, but could help to stabilize particular sRNAs and remodel their population on Hfq. Taken together, our results indicate that PNPase can be programmed to act on RNA in either destructive or stabilizing modes in vivo and may form complex, protective ribonucleoprotein assemblies that shape the landscape of sRNAs available for action.

## INTRODUCTION

Small noncoding regulatory RNAs (sRNAs) are versatile regulators of gene expression throughout all branches of life (Wagner and Romby 2015). These molecules can change gene expression by altering mRNA stability and/or translational efficiency, and they achieve specificity for defined transcripts through complementary base-pairing (Thomason and Storz 2010; Pasquinelli 2012; De Lay et al. 2013). In the bacteria *Escherichia coli* and *Salmonella enterica*, the exoribonuclease polynucleotide phosphorylase (PNPase) has been shown to degrade certain sRNAs, resulting in changes in gene expression (Viegas et al. 2007; Andrade and Arraiano 2008; Andrade et al. 2012). An analogous activity of the human PNPase has been implicated in the control of microRNAs, a class of eukaryotic sRNAs (Das et al. 2010).

PNPase is a 3′ to 5′ phosphorolytic exoribonuclease and its activity has been elucidated through extensive biochemical, structural, and genetic studies (for review, see Andrade et al. 2009). The catalytic core bears two ancient RNase PH-like domains, separated by an alpha helical domain, which present interfacial surfaces supporting trimerization to form a toroidal architecture with a central channel within which the active sites reside (Symmons et al. 2000). Two nucleic acid binding domains at the C terminus, belonging to the conserved KH and S1 families, decorate the entrance to a central pore. Once engaged by those domains, the RNA threads into the central pore to one of the active sites; there, its 3′ terminal phosphodiester bond can be cleaved by a phosphate molecule orientated for attack. PNPase acts processively to degrade the RNA in the 3′ to 5′ direction, releasing nucleoside diphosphate products as it proceeds. Previous in vitro studies of the *E. coli* PNPase have shown that the S1 and KH domains and the core play important roles in substrate capture (Stickney et al. 2005; Matus-Ortega et al. 2007; Wong et al. 2013), and recent evidence supports a model for S1 contributing to PNPase auto-regulation by binding the 5′ UTR and repressing translation (Robert-Le Meur and Portier 1994; Carzaniga et al. 2015).

Recent reports have identified an unexpected effect of PNPase in *E. coli* in stabilizing certain sRNAs, which appears antithetical to a role as a purely degradative exoribonuclease. Deletion of the gene encoding PNPase (*pnp*) resulted in destabilization of several sRNAs including CyaR and RyhB, which are involved in response to nutrient sensing and regulation of iron-storage proteins, respectively (De Lay and Gottesman 2011). Using a translational reporter fusion to an mRNA target of CyaR, the *ompX* transcript encoding an outer membrane porin, it was also demonstrated that deletion of *pnp* resulted in increased OmpX expression (De Lay and Gottesman 2011). Altogether these results suggested that the reduced sRNA levels in the absence of *pnp* contributed to a reduction in sRNA-mediated regulation of gene expression.

The defect in sRNA stability in a Δ*pnp* strain was also observed in a subsequent study that found that PNPase-mediated stabilization of some sRNAs was growth phase dependent (Andrade et al. 2012). Interestingly, global analyses have shown that the levels of many transcripts are reduced when PNPase expression is decreased in human melanoma cells (Sokhi et al. 2013) and *E. coli* (Mohanty and Kushner 2003), indicating that the stabilizing effect of the enzyme might be more general and not restricted to regulatory RNAs. It was unclear from the available data whether the genetic effects of PNPase on sRNAs was through a direct protection or an indirect mechanism, e.g., by reducing the levels of other ribonucleases or cofactors including repressive RNAs that might normally contribute to the degradation of these sRNAs. It is interesting in this regard that depletion of another exoribonuclease in *E. coli*, RNase II, stabilizes a subset of transcripts by trimming of the 3′ end, which in turn appears to block the binding of another RNase that would degrade it (Mohanty and Kushner 2003).

Here, we have further explored the mechanism by which *E. coli* PNPase protects certain sRNAs from degradation. We demonstrate that *E. coli* PNPase can sequester some sRNAs without degrading them, and that PNPase impacts the distribution of sRNAs associated with Hfq in vivo. We provide evidence for a ribonucleoprotein complex between Hfq, PNPase, and sRNA and show that within this complex the sRNA is protected against the action of PNPase itself and possibly other enzymes. Additional proteins or RNAs or regulatory ligands (Nurmohamed et al. 2011) may in principle participate in this complex in vivo. The sequestration function of PNPase is a novel activity for this highly conserved, well-studied exoribonuclease.

## RESULTS

### PNPase associates with sRNAs that it protects from degradation

Deletion of *pnp* from *E. coli* caused a decrease in the stability of several sRNAs including SgrS, RyhB, and CyaR (De Lay and Gottesman 2011). We explored if sRNAs dependent on PNPase for stability are physically associated with this protein in vivo, using an affinity-tagged enzyme. For these experiments, the chromosomal copy of *pnp* was replaced with a C-terminal 3xFLAG tagged allele of PNPase by lambda Red-mediated recombineering, generating a strain that has the sequence encoding the epitope tag at the 3′ end of *pnp*, but has no additional alterations at this chromosomal locus.

The addition of the 3xFLAG-tag to PNPase does not appear to alter its cellular activities. One measure for PNPase activity in vivo is the extent of LeuX transcript processing (Mohanty and Kushner 2010), and, consistent with previous findings, we found that the primary transcript accumulates in a *pnp* deletion mutant of *E. coli* (Supplemental Fig. S1A). Using Northern blot analysis, we observed efficient processing of the primary LeuX transcript in the strain expressing PNPase-FLAG compared to the wild type (78% of wild type), indicating that the FLAG-tagged version of PNPase is functional for this process (Supplemental Fig. S1A, upper panel). Another assay for PNPase activity is its contribution to the stability and activity of CyaR (De Lay and Gottesman 2011). We observed a 40% decrease in the level of CyaR in the *pnp* deletion mutant from exponential phase cultures as compared to the wild-type *E. coli* strain, whereas the PNPase-FLAG encoding strain had nearly wild-type CyaR levels (98% of wild type; Supplemental Fig. S1A, lower panel), consistent with it contributing to sRNA stabilization. Deletion of *pnp* resulted in a 35% decrease in the ability of CyaR to regulate its target mRNA, the *ompX* reporter fusion, but the sRNA was able to negatively regulate its target mRNA *ompX* in the PNPase-FLAG encoding strain (Supplemental Fig. S1B), indicating that sRNA-mediated regulation of gene expression was also maintained. Notably, a Δ*hfq* strain shows a nearly identical defect in sRNA-mediated regulation as a Δ*pnp* strain under the conditions used in this assay, indicating that the two proteins make comparable contributions to the regulation (Supplemental Fig. S1C).

Having shown that the affinity tag does not significantly affect PNPase action in vivo, we assessed whether PNPase-FLAG and sRNAs are physically associated using coimmunoprecipitation assays with lysates from late exponential phase cultures (OD_600_ ∼ 1.0) of a wild-type *E. coli* strain or strain encoding PNPase-FLAG. sRNAs including GcvB, RyhB, CyaR, and MicA were readily detected by Northern blot in both the input and elution fractions from cell lysates prepared from the PNPase-FLAG expressing strain, and were enriched upon immunoprecipitation by PNPase by 15-, 20-, 27-, and 16-fold, respectively (Fig. 1). In control experiments with a strain expressing the untagged PNPase, no sRNAs were detected in the elution fraction. The coprecipitation of the sRNAs with PNPase does not appear to be due to indiscriminate association with bulk RNA, because there is not significant association of other species that are abundant in the cell extracts such as 5s rRNA and SsrA (tmRNA), a noncoding RNA involved in rescuing stalled ribosomes (Muto et al. 1996).

**FIGURE 1.**
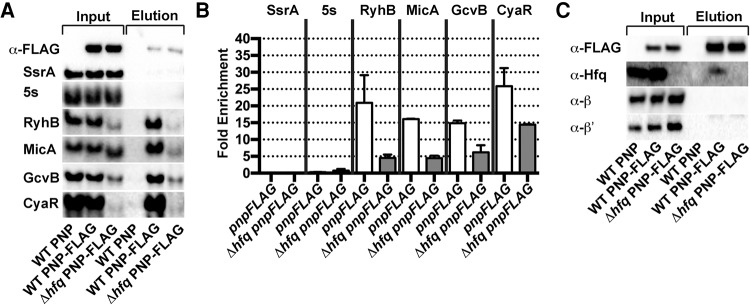
PNPase physically associates with sRNAs and Hfq. (*A*) Northern blot analysis of RNAs that coimmunoprecipitated with affinity-tagged PNPase. PNPase-FLAG was immunoprecipitated from cell extracts prepared from late exponential phase cultures of a wild type (KR10000; WT) and derived strain expressing PNPase-FLAG (NRD1243; *pnpFLAG*) or the derived *hfq* deletion mutant (NRD1297; Δ*hfq pnpFLAG*) using an anti-FLAG M2 agarose resin. For Western blots probed with anti-FLAG antibody, the ratio of protein samples from input and elution loaded was 1:1, and for Northern blots, the ratio of the volume of input to elution loaded was 1:162. SsrA and 5S rRNA are known not to be Hfq/PNPase dependent. (*B*) Fold enrichment for each RNA upon immunoprecipitation of PNPase. Fold enrichment of a given RNA upon immunoprecipitation was determined by first calculating the signal intensity per nanogram of RNA for the input and the elution from the Northern blots in *A*. The normalized elution signal was then divided by the input signal. (*C*) Western blot analysis of proteins that copurified with affinity-tagged PNPase. PNPase-FLAG was immunoprecipitated as described in *A*, except formaldehyde crosslinking was performed prior to purification and crosslinks were reversed post purification. Western blots were probed with antibodies against the 3xFLAG peptide, Hfq, β (RpoB), and β′ (RpoC).

Surprisingly, the sRNAs associated with PNPase appeared to be full-length, based on migration in denaturing gel electrophoresis. It remained possible that the RNAs detected in the input and elution fractions differed by a few nucleotides, which would not be resolved by the 10% TBE-urea polyacrylamide gel; however, no discernible degradation (or lengthening) of the sRNAs coimmunoprecipitating with PNPase was observed.

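RNA was sequenced from E. coli K-12 MG1655 strain NRD1243, which makes PNPase with a 3xFLAG tag. From each of 2 cultures, total RNA of the cell lysate and the RNA that coimmunoprecipitated with PNPase on anti-FLAG resin (IP RNA) were taken, in buffers without tungstate and in buffers with 2 mM tungstate. This gives 8 libraries in 4 groups of 2. Ribosomal RNA was depleted, stranded libraries were made and read as pairs, and the sequencing company aligned the reads with Bowtie and made RPKM values. The deposited tables hold reads and RPKM for 65 noncoding RNAs (ncRNAs) and 4382 mRNAs on the MG1655 chromosome. All counts are even, as when both mates of a read pair are counted, and PCR copies are not independent molecules, so intervals from reads cover counting error only. Total RNA without tungstate had 25108366 reads in culture 1 and 18958702 in culture 2, and IP RNA without tungstate had 22832034 and 26812730. With tungstate, total RNA had 23766018 and 25918778 reads, and IP RNA had 26821306 and 25266214. The ncRNAs took 2.86% to 3.72% of the reads of total RNA and 0.696% to 0.793% of those of IP RNA. Total RNA without tungstate of culture 2 stood apart from the other libraries of total RNA, with Pearson's r of 0.948 to 0.953 with them across RNAs (log2 scale). It had 22.4% of its reads on its 10 most abundant RNAs, against 29.4% to 30.9% in the other 3. The reads were compared with edgeR's quasi-likelihood test on TMM-normalized counts of all 8 libraries, with the culture as a block. The test covered the 4306 RNAs (56 ncRNAs and 4250 mRNAs) that passed edgeR's filter on low counts, and an RNA was called at a Benjamini-Hochberg adjusted p under 0.05. The ratio of RPKM in IP RNA to RPKM in total RNA of the same culture was computed from the deposited RPKM. The comparisons and their tests, 20 gene lists and the rule for which genes are named were fixed before the data were examined. The paper's own tables had been read by then. Tests, alternatives and genes chosen after seeing the data are marked so where they are given. With 2 libraries per group, an exact permutation test of 2 against 2 cannot give a two-sided p under 0.333, so the tests rest on the spread that edgeR pools across RNAs and groups.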

Given these results, we examined more globally the RNA species that coimmunoprecipitated with PNPase. 

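Of 23 Hfq-binding sRNAs tested without tungstate, 5 were higher in IP RNA than in total RNA, none was lower and 18 did not pass the test. Adjusted over the list alone, 7 were higher. Their median log2 fold change was 1.07 (95% bootstrap interval over the members 0.81 to 1.90), and 19 of the 23 values lay above 0. Spot42 (b3864, 4049899 to 4050007), which represses genes of carbon metabolism, had a log2 fold change of 2.86 (standard error 0.55, adjusted p = 0.0375 from edgeR). GcvB (b4443, 2942696 to 2942901), a repressor of amino acid and peptide transport, had one of 2.39 (standard error 0.46, adjusted p = 0.0376). FnrS (b4699), made under anaerobic conditions, was at 2.06 (standard error 0.29, adjusted p = 0.0253), DicF (b1574), an sRNA that inhibits cell division, at 2.39 and SroH (b4691) at 1.90. Of 6 ncRNAs that do not act through Hfq, 4 were lower in IP RNA and none was higher (4 lower when adjusted over the list alone), with a median of -2.18. RnpB (b3123, 3270216 to 3270592), the RNA subunit of RNase P, fell from 16572 ± 652 CPM (TMM-normalized, SD, n = 2) in total RNA to 1307 ± 152 (SD, n = 2) in IP RNA, a log2 fold change of -3.68. CsrB (b4408) and CsrC (b4457), which sequester the translation regulator CsrA, were at -4.07 and -2.75, and SsrS (b2911), which binds RNA polymerase, at -1.61. Of 15 antitoxin and cis-antisense RNAs, 2 were lower (5 when adjusted over the list alone), SokB (b4429) at -3.80 and RdlD (b4454) at -2.88. Reads of RyeA and SdsR, on opposite strands, were not told apart in the deposited counts, so any RNA of this list may hold reads of the RNA opposite to it. In camera, a test of a list against all other RNAs, the Hfq-binding sRNAs were higher (adjusted p = 0.00129, and adjusted p = 0.457 with an estimated correlation). The ncRNAs that do not act through Hfq were lower (adjusted p = 0.000157, and adjusted p = 0.133 with an estimated correlation), and so were the antitoxin RNAs (0.0156, and adjusted p = 0.55 with an estimated correlation). RNAs under 200 nt took 0.708% of the reads in total RNA of culture 2 and 1.09% to 1.26% in the other 3 libraries of total RNA. Without that library, 25 Hfq-binding sRNAs could be tested, 8 were higher and 3 lower, and their median was 0.73 (adjusted p = 0.13 in camera). How many sRNAs passed changed with the library left out, from none to more than with all libraries. The number of RNAs of all kinds called changed as well, so such counts do not measure a gain in sRNA enrichment.

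**Figure D1:**
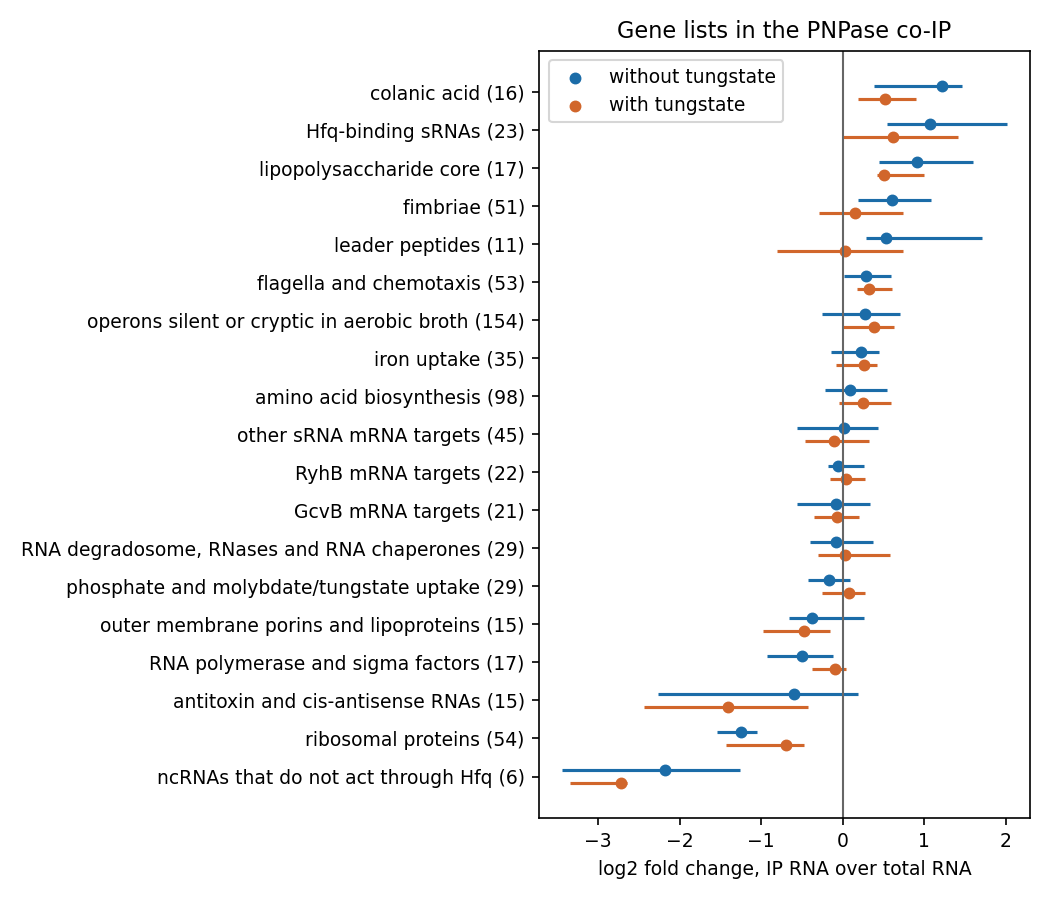
Log2 fold change of IP RNA over total RNA for 19 gene lists, with the number of RNAs tested in brackets; points are medians over the members and lines run from the first to the third quartile, in blue without and in orange with tungstate. The Hfq-binding sRNAs have medians of 1.07 and 0.61, and the ncRNAs that do not act through Hfq of -2.18 and -2.71.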

We performed high-throughput sequencing of RNA isolated from cells from the same culture before and after coimmunoprecipitation with PNPase-FLAG. sRNAs are the preferred species stably associated with PNPase. Of the 24 known Hfq-binding sRNAs that were detected, 11 (46%) were enriched by more than twofold in the PNPase co-IP, that is, more than twice the number of paired end reads were detected in the immunoprecipitated RNA sample compared with the total RNA input of the pull down (Table 1). In contrast, only 6.3% of all mRNAs detected were enriched in the PNPase Co-IP (278 out of 4382; Supplemental Table S3).

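DicF, FnrS, SroH, OmrA and Spot42 had a ratio of IP to total RNA over 4 in both cultures. DicF was at 171 ± 6.45 RPKM (SD, n = 2) in IP RNA and at 25.7 ± 0.165 (SD, n = 2) in total RNA, 6.52 times as high in culture 1 and 6.81 times in culture 2. FnrS was 4.28 and 6.69 times as high, SroH 5.08 and 4.40 times, and OmrA (b4444), which represses outer membrane proteins, 7.04 and 4.04 times. Spot42, GcvB and GlmZ (b4456), which activates synthesis of glucosamine-6-phosphate, differed between the cultures: their ratios were 4.82, 3.84 and 2.52 in culture 1 and 25.5, 13.6 and 23.4 in culture 2. OxyS (b4458), induced by peroxide, had ratios of 2.35 and 5.38, and SgrS (b4577), of the response to sugar phosphates, McaS (b4426) and CyaR (b4438), which represses ompX, had ratios of mean RPKM of 2.27, 2.22 and 2.33. These 11 were the Hfq-binding sRNAs over 2-fold in both cultures, among 19 with at least 1 read in each of the 4 libraries (57.9%, 95% Clopper-Pearson interval 33.5% to 79.8%, over sRNAs that are not independent). By the same rule none of 29 other ncRNAs was over 2-fold. The remaining 8 sRNAs were below 2-fold in culture 1, from 0.454 for SdsR (b4433) to 1.43 for ArcZ (b4450). In culture 2, ChiX (b4585), DsrA (b1954), MicA (b4442) and RydC (b4597) had ratios of 6.15, 5.69, 4.18 and 67.7. OxyS rests on 4 and 2 reads in total RNA and 8 and 14 in IP RNA, and OmrA on 4 and 8 in total RNA and 24 and 42 in IP RNA. DicF, a short RNA, also rests on few reads in total RNA, so its small SD there does not measure its precision. SdsR overlaps RyeA on the other strand, and the reads of both have a Pearson correlation of 1 over the 8 libraries, so its value may hold reads of RyeA. The 8 sRNAs left out had no read in 1 or more of the 4 libraries.

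**Figure D2:**
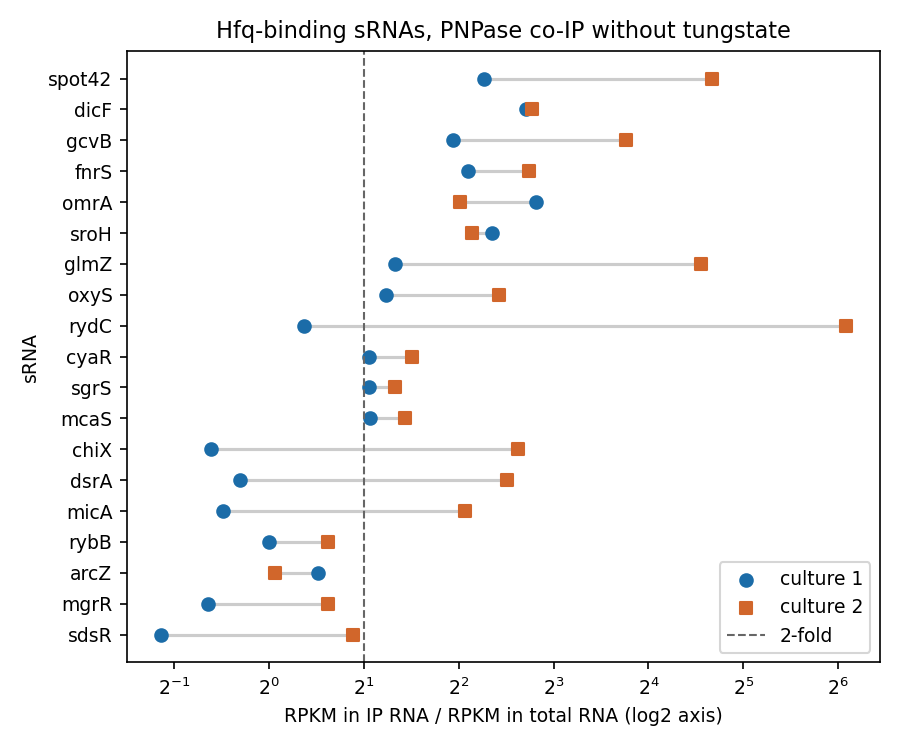
RPKM in IP RNA divided by RPKM in total RNA (log2 axis) for the 19 Hfq-binding sRNAs with reads in all 4 libraries without tungstate; circles are culture 1, squares culture 2, and the dashed line marks 2-fold. Both points lie right of the line for 11 sRNAs, and RydC lies at 1.29 in culture 1 and 67.7 in culture 2.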

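Among mRNAs without tungstate, 134 were higher and 165 lower in IP RNA than in total RNA, of 4250 tested. The mRNA of yhhY (b3441, 3581138 to 3581626) had a log2 fold change of 2.91 (standard error 0.39, adjusted p = 0.0227 from edgeR), yceQ (b1085) of 2.85, asr (b1597, an acid shock protein) of 2.81 and yncI_part1 (b1459) of 3.53. Of 54 mRNAs of ribosomal proteins, 29 were lower and none was higher (45 lower when adjusted over the list alone), with a median of -1.25. The mRNA of rplI (b4203) was at -2.55, rpsI (b3230) at -2.40 and rpsA (b0911) at -2.23. Of 53 mRNAs of flagella and chemotaxis, 7 were higher and none lower (8 higher and 1 lower when adjusted over the list alone). There were 29 higher and 10 lower without total RNA without tungstate of culture 1, and 31 and 3 without that of culture 2. Those higher with all libraries include fliS and fliT, chaperones of flagellar export, at 1.91 and 1.93, and flgN and flgM, the latter an anti-sigma factor, at 2.05 and 1.72. The most negative values among mRNAs were those of ypdI (-4.69), dinQ (-4.44), shoB (-4.11), mokB (-3.60), ygdR (-3.39), ldrD (-3.39) and hokB (-3.23), of which dinQ, shoB, ldrD and hokB encode small toxic peptides. The genes mokB and hokB overlap and may share reads. ompX (b0814), the outer membrane protein gene that CyaR regulates, was at 0.95 (adjusted p = 0.0283). The mRNAs of hfq (b4172) at 1.69, sodB (b1656) at -0.63, dppA (b3544) at -0.56 and pnp (b3164) at -0.63 did not pass the test. Among mRNAs that sRNAs regulate, of 21 GcvB targets 1 was higher (gltI, 0.91) and 1 lower (ndk, -1.18), of 22 RyhB targets 1 was higher (shiA, 0.98), and of 45 targets of other sRNAs 3 were higher and 3 lower (adjusted over the list alone, 1 and 1, 2 and 0, and 5 and 6). Operons silent or cryptic in aerobic broth had 8 of 154 mRNAs higher and 2 lower, and amino acid biosynthesis 2 of 98 higher (proC at 1.30) and 3 lower (aroK at -1.82). Of the 15 mRNAs of porins and outer membrane lipoproteins 1 was higher and 3 were lower, with lpp at -1.51 and ompA at -0.92 among those lower. By the ratio of RPKM in each culture, 250 of 4158 mRNAs with at least 1 read in each of the 4 libraries were over 2-fold in both cultures (6.01%), and 575 (13.8%) by the ratio of mean RPKM, which gives the paper's tabled averages. The share of 6.01% is smaller than the 11 of 19 Hfq-binding sRNAs (Fisher's exact test, two-sided p = 2.23e-09, odds ratio 21.4, with genes that are not independent replicates). The sRNA list was written after the paper's tables had been read and holds the 11 of Table 1. Those were chosen on these libraries by their fold, so the p-value is no independent test. In camera, the ribosomal protein mRNAs were lower (adjusted p = 4.61e-23, and adjusted p = 0.133 with an estimated correlation) and those of flagella higher (adjusted p = 0.000331, and adjusted p = 0.133 with an estimated correlation). In culture 1 alone 9.21% of mRNAs were over 2-fold and in culture 2 alone 33.0%. With total RNA of culture 1 as the denominator in both cultures, an alternative chosen after seeing the data, 264 mRNAs were over 2-fold. When the libraries were scaled by mapped reads alone, the median of all RNAs shifted by 0.337 and edgeR called 436 RNAs higher and 119 lower (78.6% higher), where TMM gave 139 and 173 (44.6% higher). Leaving out 1 library moved the number of RNAs called from 312 to 2548 (without total RNA without tungstate of culture 1), 1544 (the same of culture 2), 0 (either library of IP RNA without tungstate), 20 or 3 (total RNA with tungstate of culture 1 or 2) and 10 (either library of IP RNA with tungstate). The paper states that PNPase stably associates with sRNAs by preference, and gives the shares of sRNAs and mRNAs beside this.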

**TABLE 1.**
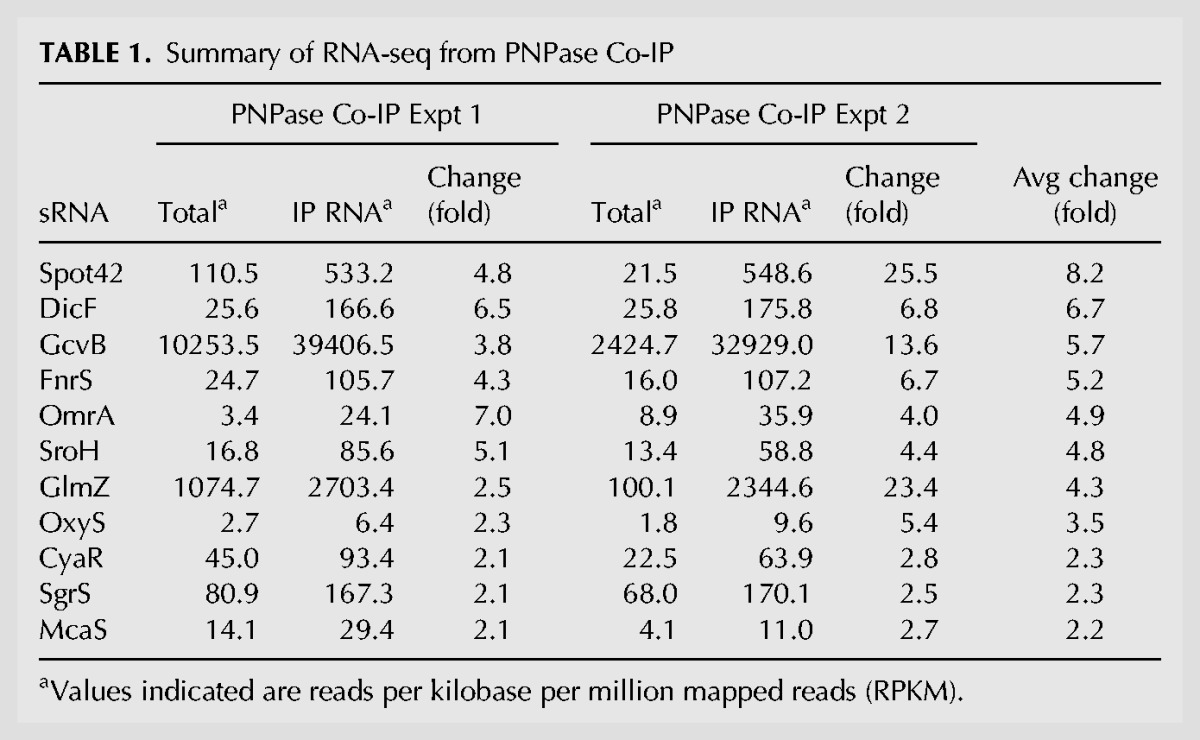
Summary of RNA-seq from PNPase Co-IP

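In the libraries made with 2 mM tungstate, 81 RNAs were higher and 82 lower in IP RNA than in total RNA. The mRNA of etp (b0982, 1044230 to 1044676), a protein tyrosine phosphatase, had a log2 fold change of 2.91 (standard error 0.32, adjusted p = 0.0134 from edgeR), and those of dnaX (b0470, of DNA polymerase III) and dinG (b0799, a helicase) of 2.31 and 2.20. Of 54 ribosomal protein mRNAs, 13 were lower (32 when adjusted over the list alone; median -0.69), with rpsI at -2.08. Of 53 mRNAs of flagella and chemotaxis, 4 were higher (7 when adjusted over the list alone), fliS at 1.81, fliT at 1.91, and the chemoreceptors tar and tap at 1.28 and 1.12. The ncRNAs that do not act through Hfq had 4 of 6 members lower (all 6 when adjusted over the list alone), with RnpB at -3.85, CsrB at -2.77, CsrC at -2.66 and SsrS at -2.23. The cold-shock mRNAs cspB (b1557) and cspA (b3556) were at -3.09 and -2.83. Of 23 Hfq-binding sRNAs, none passed the test over all RNAs and 6 were higher when adjusted over the list alone, with a median of 0.61 (95% bootstrap interval over the members 0.10 to 1.41). At an unadjusted p under 0.05 the test held 950 RNAs of all kinds, and DESeq2 called 514. In a fit of only the 4 libraries with tungstate 8 Hfq-binding sRNAs were higher and 1 lower, where 903 of 4251 RNAs of all kinds were higher and 928 lower. DESeq2 called 7 of these sRNAs higher, among 250 RNAs of all kinds. With the length trend removed, which was chosen after seeing the data, 4 were higher, among 72 of all kinds. Spot42 was at 2.04 (adjusted p = 0.0886), GcvB at 1.68 (0.0963), FnrS at 1.38 (0.0518) and SgrS at 1.05 (0.0518). In camera the Hfq-binding sRNAs were higher (adjusted p = 0.0152, and adjusted p = 0.526 with an estimated correlation) and the ribosomal protein mRNAs lower (adjusted p = 2.04e-17, and adjusted p = 0.142 with an estimated correlation). The flagellar mRNAs were higher (adjusted p = 6.09e-06, and adjusted p = 0.0745 with an estimated correlation) and the ncRNAs that do not act through Hfq lower (4.55e-07, and adjusted p = 0.0745 with an estimated correlation). By the study's record, the libraries with and without tungstate come from the same cultures; tungstate was in the wash, lysis and resin buffers, not in the growth medium. With scaling by mapped reads alone the median of all RNAs shifted by 0.116, and 157 RNAs were higher and 86 lower (64.6% higher, against 49.7%). Without total RNA without tungstate of culture 1 or 2, which share the spread of the fit, 1994 or 1986 RNAs passed instead of 163, without either library of IP RNA without tungstate 4, and without any 1 library made with tungstate 0.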

We explored whether an inhibitor of PNPase activity might affect the population of associated RNAs. Tungstate was examined as a potential inhibitor of PNPase exoribonuclease activity, because the crystal structure of the enzyme revealed that the metal is bound in the catalytic center at the predicted phosphate binding site (Symmons et al. 2000). Indeed, at a concentration range of 2–10 mM sodium tungstate efficiently inhibited the exoribonuclease activity of PNPase in vitro even in the presence of phosphate (Fig. 5B, below) and did not significantly influence PNPase-sRNA binding (Fig. 3D, below). 

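In IP RNA, the 11 sRNAs of Table 1 had log2 fold changes with over without tungstate from -1.20 to 0.62, and none passed edgeR's test. GcvB was at 36170 ± 4580 RPKM (SD, n = 2) without and 37510 ± 4099 (SD, n = 2) with tungstate, a log2 fold change of 0.09 (95% confidence interval from the fit -0.97 to 1.14). Spot42 was at -0.44 (-1.64 to 0.76), FnrS at -0.27 (-0.91 to 0.37), SgrS at -0.36 (-0.87 to 0.15) and CyaR at 0.35 (-0.39 to 1.08). DicF had the lowest value, -1.20 (-2.20 to -0.20, adjusted p = 0.999 from edgeR over 4306 RNAs), from 171 ± 6.45 to 73.3 ± 7.07 RPKM (SD, n = 2 each). Across the 23 Hfq-binding sRNAs tested, the median was -0.14 (95% bootstrap interval over the members -0.29 to 0.09), and 22 lay within 2-fold. The intervals of GlmZ (-2.22 to 1.46), OxyS (-1.08 to 2.32), OmrA (-1.59 to 1.31) and McaS (-1.62 to 1.68) hold changes of 2-fold in either direction, and those of FnrS and SgrS hold none. Over all RNAs, edgeR called 0 between IP RNA with and without tungstate (60 at an unadjusted p under 0.05; DESeq2 also called 0). In total RNA, the 11 sRNAs of Table 1 had a median of 0.60 with over without tungstate (95% bootstrap interval over the members 0.38 to 0.72). It was 0.17 without total RNA without tungstate of culture 2 and 0.11 with the length trend of each library removed, an alternative chosen after seeing the data. When that of culture 1 was left out, the median was 0.82 and edgeR called 2307 RNAs in total RNA (1171 higher and 1136 lower with tungstate), with 7 Hfq-binding sRNAs higher, 3 of them of Table 1. With all 8 libraries no RNA of any kind was called there by edgeR (212 at an unadjusted p under 0.05; DESeq2 called 1). A fit of the 4 IP libraries alone, whose spread is not shared with total RNA, called 245 RNAs, among them DicF (-1.19, adjusted p = 0.031 from edgeR), GlmZ (-0.40, 0.00326) and Spot42 (-0.43, 0.031); 4 of the 245 changed 2-fold or more. Without total RNA without tungstate of culture 1 or culture 2, the fit of all the others called 215 and 225 RNAs in this comparison. In the fit without culture 2, GlmZ passed (adjusted p = 0.00914), and DicF (0.0926) and Spot42 (0.0691) did not.

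**Figure D3:**
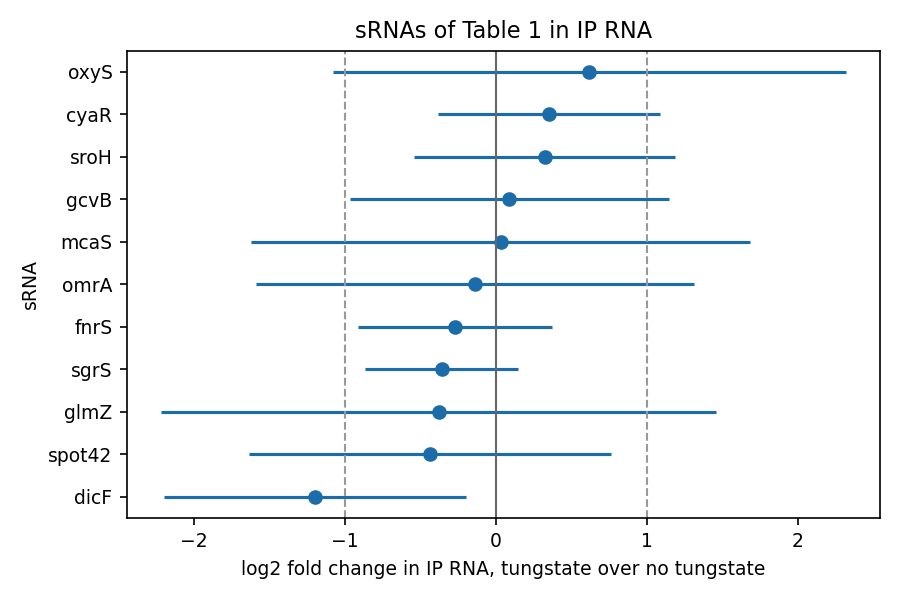
Log2 fold change in IP RNA, with over without tungstate, for the 11 sRNAs of Table 1; points are edgeR's estimates, lines their 95% confidence intervals (2 cultures per group), and dashed lines mark 2-fold. The points run from -1.20 for DicF to 0.62 for OxyS, and 10 of the 11 intervals hold 0.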

In most cases, tungstate did not substantially affect the total amount of sRNA immunoprecipitated with PNPase (Tables 1, 2), as determined by the normalized read count (RPKM). These results suggest that the sRNAs coimmunoprecipitated in the absence of tungstate are not simply selectively enriched as a consequence of a degradative process.

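The RNAs in the PNPase co-IP overlapped between the conditions. Of the 139 RNAs higher in IP RNA without tungstate and the 81 with tungstate, 71 were shared, where independent lists would share 2.61. Of the 173 and 82 lower ones, 68 were shared (3.29 for independent lists), and 0 were called in opposite directions. Both comparisons share the cultures, by the study's record, and the fit's estimate of the spread. Their lists are thus not independent, and the numbers for independent lists are only a reference. Shared RNAs include the flagellar chaperones fliS and fliT, galF and yigL among those higher, and RnpB, CsrC, SsrS, rpsI and lpp among those lower. By RPKM with tungstate, Spot42 was 4.15 and 4.72 times as high in IP RNA as in total RNA in the 2 cultures, GcvB 3.57 and 3.39 times, FnrS 2.75 and 2.91 times, DicF 5.65 and 2.59 times, and SgrS 2.53 and 2.02 times. These 5 of the 11 sRNAs of Table 1, with OmrB (b4445, 5.34 and 6.94) and MicC (b4427, 3.30 and 2.74), make 7 of 23 Hfq-binding sRNAs over 2-fold in both cultures (30.4%, 95% Clopper-Pearson interval 13.2% to 52.9%), against 161 of 4224 mRNAs (3.81%; Fisher's exact test, two-sided p = 1.92e-05, odds ratio 11.0). The list of sRNAs was written after the paper's tables had been read. By the ratio of mean RPKM, 8 of the 11 and 10 of the 23 were over 2-fold, with SroH at 3.24, OxyS at 2.91 and OmrA at 2.88. With tungstate, GlmZ had ratios of 1.70 and 1.62, CyaR of 1.91 and 1.54 and McaS of 1.30 and 1.20. The change of the enrichment itself, tested as an interaction, was -1.51 for GlmZ (standard error 1.10), -0.82 for Spot42 (0.73), -0.71 for GcvB (0.62) and 0.21 for SgrS (0.30), with adjusted p between 0.867 and 0.872 from edgeR. edgeR called 0 RNAs in this test (59 at an unadjusted p under 0.05; DESeq2 also called 0). The Hfq-binding sRNAs as a list had a median interaction of -0.63 (adjusted p = 0.0333 in camera, and adjusted p = 0.63 with an estimated correlation). Without total RNA without tungstate of culture 2 it was -0.05, and without that of culture 1 -0.82 (adjusted p = 0.0229 in camera). Without the same fraction of culture 1, edgeR called 2018 RNAs in the interaction. Tungstate blocks digestion by PNPase in vitro (Fig. 5B), and from its small effect on the amounts of sRNA in IP RNA the paper proposes that degradation alone does not account for the sRNAs enriched without tungstate.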

**TABLE 2.**
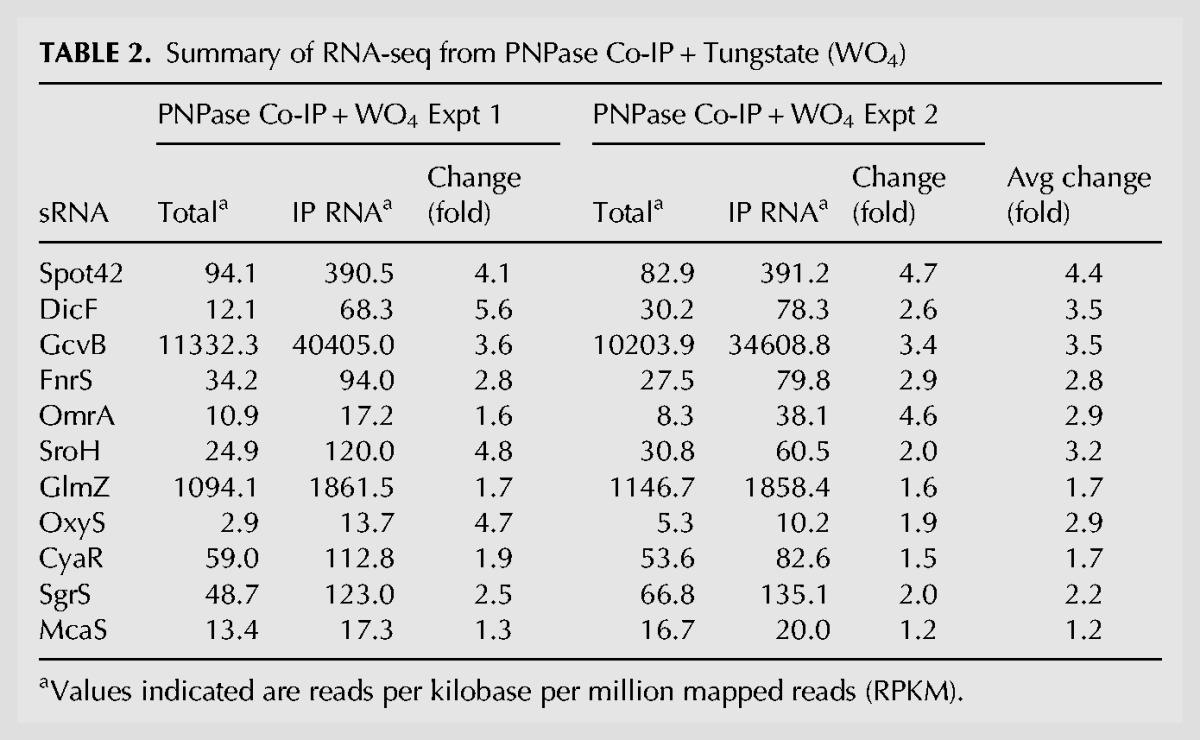
Summary of RNA-seq from PNPase Co-IP + Tungstate (WO_4_)

The fact that apparently full-length sRNAs coimmunoprecipitated with PNPase suggested to us that either PNPase was able to bind sRNAs, but not effectively degrade them, or that PNPase was forming a complex with sRNA bound to another protein or other RNA, which was providing protection from the exoribonuclease activity of PNPase. Several studies have shown that Hfq binds many sRNAs in *E. coli* and *S. enterica* (Zhang et al. 2003; Sittka et al. 2008; Bilusic et al. 2014), suggesting the possibility that PNPase binds sRNAs indirectly via Hfq. Thus, we first tested whether or not Hfq interacts with PNPase-FLAG via a coimmunoprecipitation assay. Consistent with previous findings that Hfq copurifies with PNPase (Mohanty et al. 2004; Butland et al. 2005; Obregon et al. 2015), Hfq coimmunoprecipitated with PNPase-FLAG (Fig. 1C; Supplemental Table S4). Next, we determined whether sRNAs coimmunoprecipitate with PNPase-FLAG in an *hfq* deletion strain. GcvB, CyaR, RyhB, and MicA still coimmunoprecipitated with PNPase-FLAG in the absence of Hfq, although there is less enrichment as compared to the *hfq*^*+*^ strain expressing PNPase-FLAG (Fig. 1B). RyhB and MicA recovered in the PNPase Co-IP were noticeably shorter in the *hfq* deletion mutant, which could be the result of substantial trimming of the 3′ end by PNPase in the absence of the chaperone. Regardless, these results are consistent with PNPase being able to associate with certain sRNAs without completely degrading them, and with the capacity of this enzyme to form complexes with Hfq that may be RNA mediated. The latter was explored by in vitro binding experiments described below.

### PNPase S1 domain and active site contribute to binding of RyhB in vivo

The results described above are consistent with a model in which PNPase directly binds sRNAs that it protects from degradation; however, it is unclear how exactly PNPase is interacting with these sRNAs. Previous studies have shown that the S1 domain of PNPase is critical for binding RNA substrates (Stickney et al. 2005; Fernandez-Ramirez et al. 2010; Hardwick et al. 2012), and it has been postulated that residues along the length of the central pore, including those within the active site, are also involved in RNA binding (Nurmohamed et al. 2009). We directly assessed the contribution of the S1 domain and the active site residues in sRNA binding both in vivo and in vitro.

We replaced the chromosomal copy of *pnp* in *E. coli* with an allele encoding a FLAG-tagged PNPase that either lacks the S1 domain or has alanine substitutions in the three active site residues S437, S438, and S439 postulated to bind the attacking phosphate that cleaves the RNA substrate (Nurmohamed et al. 2009). All of the resulting constructs expressed well and were soluble (Fig. 2A, top panel). Deletion of the S1 domain or mutation of the active site resulted in a substantial decrease in the steady-state level of CyaR, much like the behavior seen with the Δ*pnp* strain. Quantification of the samples revealed that CyaR levels in cell extracts of the S1 domain and active site mutants were reduced by >65% and 69%, respectively.

**FIGURE 2.**
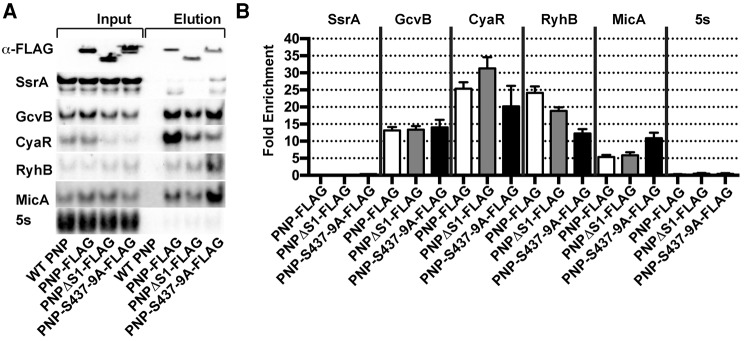
Association of PNPase with RyhB in vivo is affected by active site residues S437, S438, and S439 and the S1 domain. (*A*) Flag-tagged PNPase, or derived variants lacking the S1 domain or having three active site residues mutated (S437A S438A S439A) were used to coprecipitate sRNAs, which were analyzed by Northern blot. For Western blots, an equal volume of protein samples from input and elution were loaded, and for Northern blots, the ratio of input to elution loaded was 1:162. (*B*) Fold enrichment of RNA upon immunoprecipitation was calculated as in Figure 1.

Deletion of the S1 domain or mutation of the active site of PNPase significantly decreased the amount of RyhB immunoprecipitated. However, other sRNAs responded differently to the PNPase mutations. Mutating the active site did not significantly change the amount of CyaR coimmunoprecipitating with PNPase (Fig. 2A,B), but increased MicA binding. Deletion of the S1 domain had no significant effect on MicA binding. Finally, deletion of the S1 domain or mutation of the active site did not appear to have a significant effect on the levels of GcvB coprecipitating with PNPase. These results indicate that the S1 domain and active site affect binding of RyhB, but it should be noted that they are not the sole determinants for binding that sRNA in vivo. The results also indicate that there may not be a common mode of interaction between PNPase and sRNAs, with each case being different in detail.

### Purified PNPase binds sRNAs with high affinity

While our coimmunoprecipitation experiments demonstrated that PNPase binds sRNAs in the presence or absence of Hfq, it remained possible that PNPase only interacts with sRNAs indirectly through another protein or RNA. To assess the ability of PNPase to directly bind sRNAs, we purified overexpressed recombinant PNPase and evaluated binding of several sRNAs in vitro. Firstly, we examined interaction of PNPase with RyhB, one of the sRNAs for which stability was shown to be PNPase dependent in vivo. Under non-catalytic conditions (namely, the absence of phosphate), interaction of RyhB and PNPase could be detected by isothermal titration calorimetry (ITC). Fitting the binding isotherm, RyhB and PNPase associate with 85 nM K_d_ and 1:1 stoichiometry of sRNA:PNPase trimer (Fig. 3A). The exothermic enthalpy change of −77.68 kcal/mol is large compared with other RNA–protein interactions measured by this method (Recht and Williamson 2004; McKenna et al. 2006), so it is possible that the binding of PNPase to RyhB also involves a coupled equilibrium with refolding of the RNA. As this enthalpy change is comparable to the values observed for sRNA binding to Hfq as examined by ITC (Mikulecky et al. 2004) and Hfq has known RNA remodeling activity (Zhang et al. 2002), the results suggest that RyhB undergoes a conformation change upon interacting with PNPase.

**FIGURE 3.**
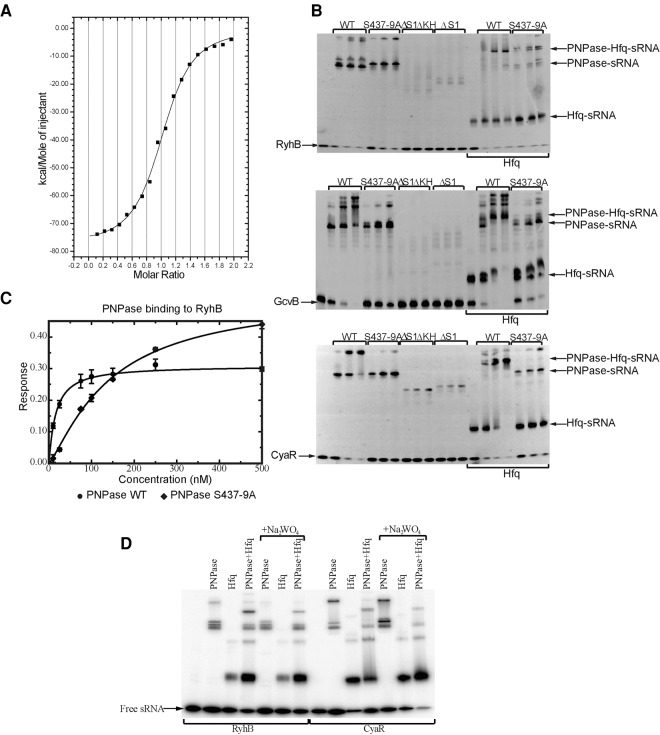
PNPase binds sRNAs directly and as a ternary complex with Hfq. (*A*) RyhB interactions with PNPase evaluated by isothermal titration calorimetry. All binding experiments were performed in the absence of phosphate to prevent phosphorylysis. The fitted binding parameters for the isotherm are *N* = 1.01 ± 8.5 × 10^−3^, *K* = 1.17 × 10^−7^± 9.4 × 10^−5^ M^−1^, ΔH = −7.17 × 10^−4^ ± 890.1 cal/mol, ΔS = −224 cal/mol/deg. (*B*) The PNPase/sRNA interactions require the S1 and KH domains and active sites. Electrophoretic mobility shift binding assays of PNPase (0.2, 0.4, and 0.6 μM) with RyhB, CyaR, and GcvB (0.2 μM) are shown. Binding experiments include deletion mutants of the KH and S1 RNA-binding domains of PNPase and the presence of Hfq (0.2 μM). (*C*) Binding of PNPase and active site mutant by surface binding analysis. The RNA with a 5′-biotinyl modification was immobilized on the streptavidin-coated detector tip of an Octet device and isotherms measured in solutions of varying protein concentration. (*D*) Gel shift mobility assays in the presence of 2 mM sodium phosphate and 10 mM sodium tungstate of RyhB and CyaR with PNPase (30 nM), Hfq (15 nM), and those two proteins combined.

The coimmunoprecipitation experiments suggested that the S1 domain and active site of PNPase are both important for binding certain sRNAs such as RyhB. To more precisely examine the effects of deleting the S1 domain or mutating the active site on sRNA binding by PNPase, we purified the wild-type PNPase, the active site mutant (PNPase S347-9A), and the truncated form lacking the KH and/or S1 domain, and tested their binding to RyhB by electrophoretic mobility shift assays. Deletion of the S1 domain alone or in combination with the KH domain strongly reduced binding to this sRNA (Fig. 3B). Mutation of the active site serines also reduced the affinity for RyhB, suggesting a role of the active site in sRNA–PNPase interaction.

To evaluate quantitatively the difference in binding between wild-type and inactive mutant of PNPase, we measured binding isotherms using interferometry. For this experiment, the 5′ end of RyhB was labeled with biotin and immobilized on a streptavidin sensor tip. The binding of PNPase wild type and S347-9A mutant were assayed, resulting in estimated *K*_d_ of 15.8 ± 1.9 and 149.0 ± 13 nM, respectively (Fig. 3C), corroborating the diminished affinity of the mutant indicated by EMSA. The reduced affinity of the mutant PNPase for the sRNA is rather striking given the distance between the internal active site and the surface-presented KH and S1 domains. There is no evidence that the active site mutations would influence in any way the structure of the KH and S1 domains, but other studies have also shown that the active site channel contributes to the affinity for RNA substrates (Stickney et al. 2005).

EMSA assays also revealed that deleting the S1 domain or mutating the active site of PNPase decrease association with CyaR and GcvB (Fig. 3B). This in vitro behavior differs from the in vivo results from the co-IP shown in Figure 2. For CyaR, similar enrichments were found for the wild-type and mutant PNPases, but it is difficult to assess if these reflect similar extent of binding, as there were substantially reduced levels of CyaR in strains expressing PNPase-FLAG lacking the S1 domain or active site serines (Fig. 2). This could indicate that the majority of CyaR molecules did not bind the mutant PNPase-FLAG and were rapidly degraded. The in vitro experiments, which provide a more precise measure of binding than co-IPs, demonstrate that the S1 domain and active site contribute to sRNA interaction, but may not be the sole determinants in vivo.

### The PNPase–sRNA association contributes to PNPase-mediated protection

Next we examined whether portions of PNPase important for sRNA binding in vitro were required for sRNA stabilization and function in sRNA-mediated regulation of gene expression. We compared the stability of RyhB, CyaR, and GcvB in strains that are *pnp* null or express wild type, ΔS1, or S437-9A PNPase. We also examined the behavior of strains with PNPase lacking both KH and S1 domains (PNPaseΔKHΔS1). In these experiments, sRNAs were induced for 15 min in exponential phase to deplete the pool of target mRNAs (Masse et al. 2003), and then rifampicin was added to block transcription of both the sRNA and its partner mRNAs. With this experimental design, target pairing should not significantly contribute to sRNA decay. The decay of each sRNA (RyhB, CyaR, and GcvB) was initially rapid in the *pnp* deletion strain, but then plateaued leaving >20% of the original sRNA pool remaining. This biphasic decay in the *pnp* deletion strain indicates that there are at least two reservoirs of sRNAs present in *E. coli*, a large population that is dependent upon PNPase for stability and a smaller pool that is not. The stabilities of RyhB, CyaR, and GcvB were also found to be dramatically reduced when the PNPase active site was mutated as compared to the wild-type strain. For RyhB and CyaR, these stabilities were comparable to that observed in the *pnp* deletion strain, but for GcvB the destabilization was even greater for the active site mutant (Fig. 4A–C). Deletion of the S1 domain of PNPase had differing effects on these three sRNAs, resulting in a substantial decrease in RyhB stability, a modest reduction in CyaR stability, and no effect on GcvB turnover. The removal of both the KH and S1 domains had a similar effect to deleting S1 domain alone.

**FIGURE 4.**
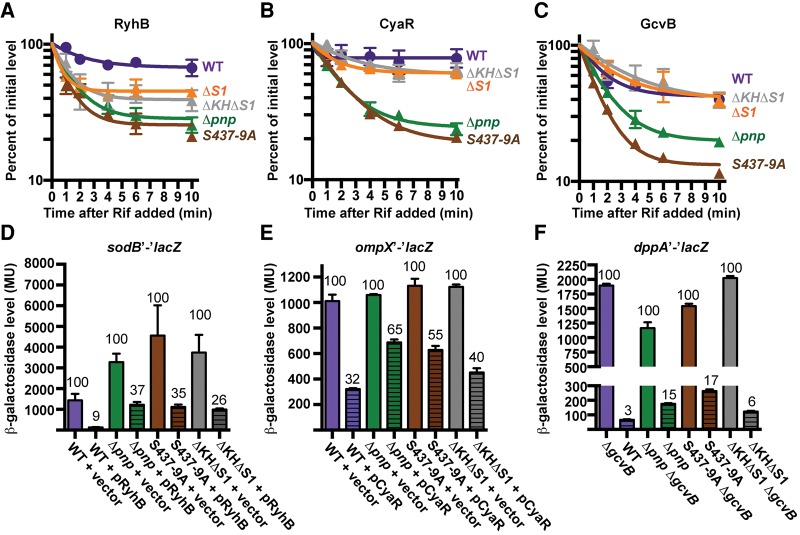
The active site and S1 domain of PNPase are both important for sRNA stabilization and target regulation. (*A*) Analysis of RyhB. A strain harboring a P_BAD_::*sodB′*-′*lacZ* fusion (WT, NRD537) or derived strains: Δ*pnp* (NRD1114), PNPase ΔKHΔS1 (NRD1116), PNPase ΔS1 (NRD1151), or PNPase S437-9A (NRD1117) were grown to exponential phase. RyhB expression was then induced from the chromosome by the addition of dipyridyl. Rifampicin was added after 15 min. (*B*) Analysis of CyaR. Transcription of the sRNA was induced from a *lac-*based promoter on a plasmid using a Δ*cyaR* strain carrying P_BAD_::*ompX′-′lacZ* (WT, NRD377), or derived mutants (Δ*pnp*, NRD677; ΔKH ΔS1, NRD1044; ΔS1, NRD1147; S437-9A, NRD1045). (*C*) Analysis of GcvB. The sRNA was expressed from its native chromosomal locus in the strains from *A*. Northern blots were performed in duplicate and quantified with standard error of mean (SEM) indicated for RyhB (*A*), CyaR (*B*), or GcvB (*C*). Strains from *A* and *B* harboring an empty vector or a plasmid expressing the negatively regulating sRNAs, RyhB (*D*), or CyaR (*E*), respectively, were used in a β-galactosidase assay. (*F*) β-Galactosidase assays were performed on a wild-type or Δ*gcvB* strain harboring a P_BAD_::*dppA′-′lacZ* fusion or derived strains (WT, NRD1382; Δ*pnp*, NRD1383; ΔKH ΔS1, NRD1384; S437-9A, NRD1385; Δ*gcvB*, NRD1388; Δ*pnp* Δ*gcvB*, NRD1389; ΔKH ΔS1 Δ*gcvB*, NRD1390; S437-9A Δ*gcvB*, NRD1391). The percentage of β-galactosidase activity relative to the strain lacking expression of the given sRNA is indicated *above* each bar.

We next examined whether the decrease in sRNA stability in the mutants led to a corresponding increase in the expression of negatively regulated mRNA targets. In these experiments, RyhB, CyaR, and GcvB were tested in strains harboring reporter fusions corresponding to their respective targets (*sodB′-′lacZ*, *ompX′-′lacZ, dppA′-′lacZ*, respectively). Expression of each fusion was compared with and without expression of its regulating sRNA in order to differentiate between effects of *pnp* on expression and regulation of the target fusion by the particular sRNA being tested. For GcvB, we compared expression of the *dppA′-′lacZ* fusion in the presence or absence of chromosomal *gcvB,* whereas for the other fusions we compared expression in a strain harboring an empty vector or expressing that sRNA from a *lac-*based promoter on a plasmid. Comparing the ability of the sRNAs to regulate their cognate transcripts in a wild type strain and derived PNPase mutants, we observed a positive correlation between the effects on sRNA stability and function (Fig. 4D–F). Furthermore, for RyhB and CyaR, stability and function positively correlated with binding by PNPase in vitro. These findings support a model in which PNPase binds and stabilizes sRNAs, leading to an increase in steady-state levels, and consequently a reduction in expression of negatively regulated mRNAs.

### PNPase and Hfq together form a ternary complex with an sRNA

Given that both PNPase and Hfq can bind sRNAs, we explored whether the two proteins could also interact with sRNAs jointly or if the interactions are mutually exclusive. EMSA was performed using purified CyaR, RyhB or GcvB, Hfq, and/or PNPase. The mobilities of the sRNAs were retarded with addition of Hfq or PNPase, and addition of both proteins generated a new band with greater mobility shift (Fig. 3B). This indicates formation of a tertiary complex between Hfq, sRNA, and PNPase. Interestingly, the formation of the supershifted species was significantly reduced for the PNPase active site mutant (S437-9A), reflecting either the lower affinity of this mutant for the sRNA, or the important role of these residues in the formation or stability of the ternary complex (Fig. 3B).

### Hfq protects sRNAs from PNPase attack

The coIP experiments show that PNPase can stably bind sRNAs without degrading them. However, in vitro PNPase degraded RyhB, GcvB, and CyaR efficiently under catalytic conditions (Fig. 5). The question naturally arises as to how the sRNAs remain protected in vivo. We note that addition of Hfq in 1:1 stoichiometry with sRNA inhibited PNPase degradation (Fig. 5), even though the presence of the chaperone does not interfere with PNPase binding, as shown by the occurrence of the supershifted species in Figure 3B. The stability of the coimmunoprecipitated sRNAs with PNPase described above could be due in part to the copurification with Hfq in a ternary complex. As mentioned, Hfq and PNPase have been reported earlier to copurify (Mohanty et al. 2004; Butland et al. 2005; Obregon et al. 2015), and we observed that Hfq copurified with FLAG-tagged PNPase (Fig. 1C; Supplemental Table S4).

**FIGURE 5.**
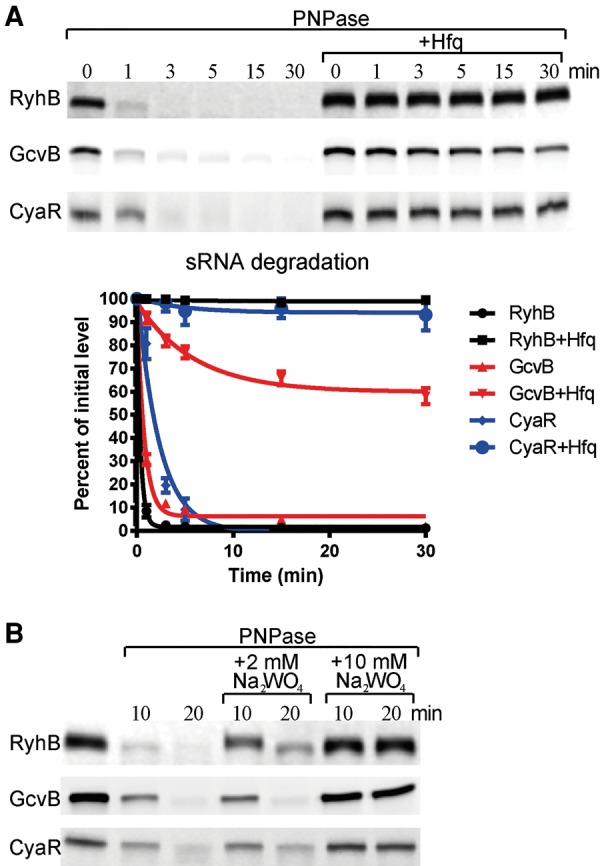
Hfq protects some sRNAs from PNPase degradation. (*A*) In vitro assay on sRNA degradation by PNPase in the presence and absence of Hfq. RyhB, GcvB, and CyaR were incubated with PNPase or PNPase and Hfq in the presence of 2 mM phosphate. Reactions were quantified and standard deviations were estimated from triplicates (*lower* panel). (*B*) In vitro assay of sRNA degradation in the presence of tungstate. Assays were performed as in *A*, except tungstate was added at a final concentration of 2 or 10 mM.

To explore the possibility the ternary complex between Hfq, sRNA, and PNPase could represent the protective complex that ensures sRNA stability, we examined whether PNPase and Hfq protect RyhB from degradation by RNase E (1–762)/RhlB in vitro. The presence of Hfq confers a modest degree of protection from RNase E attack; however, addition of PNPase did not result in further protection (Supplemental Fig. S2). It is possible that there are additional proteins or RNAs present in vivo that are important for PNPase-mediated sRNA protection that are absent from these reactions.

### PNPase improves the binding of MicA sRNA to Hfq in vivo

The results of the EMSA assays indicated that PNPase can form a ternary complex with Hfq and sRNA. To assess the effects of PNPase on Hfq binding of sRNAs in vivo, we immunoprecipated Hfq and then probed for a diverse set of RNAs belonging to different classes according to mode of binding to Hfq (Zhang et al. 2013). Lysates from late exponential phase cultures of wild type, Δ*hfq*, and Δ*pnp* strains were prepared and Hfq immunoprecipitations were performed as previously described (Zhang et al. 2002). We tested several strong class I sRNAs, which bind to Hfq via the proximal face and rim (RyhB, MicA, and OmrB), class II sRNAs which bind the proximal and distal face of Hfq (CyaR and MgrR), and an intermediate class sRNA (GcvB). In these Hfq coimmunoprecipitation experiments, most sRNAs were similarly enriched in the presence or absence of PNPase (Fig. 6); however, we note that the overall levels of RyhB, OmrB, CyaR, and MgrR were significantly lower in the *pnp* deletion strain. In contrast, MicA pulled down less efficiently with Hfq in the absence of PNPase. SsrA and 5S rRNA did not immunoprecipitate with Hfq, as expected.

**FIGURE 6.**
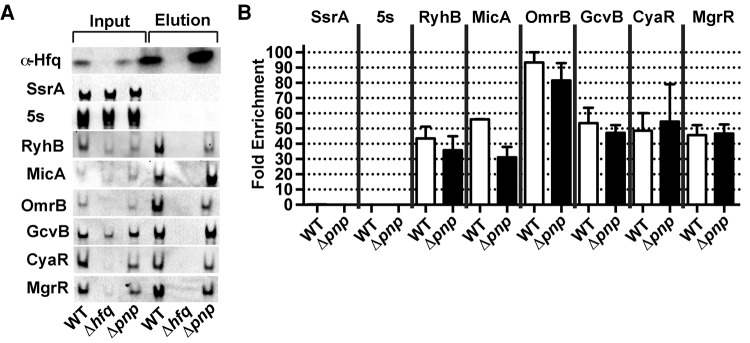
PNPase enhances Hfq-binding of MicA sRNA. (*A*) Northern blot analysis of RNAs coimmunoprecipitated with Hfq. Hfq was immunoprecipitated from extracts of a wild-type strain (KR10000; WT), *hfq* deletion strain (NRD1094; Δ*hfq*), or *pnp* deletion strain (NRD1369; Δ*pnp*) prepared from late exponential phase cultures using anti-Hfq antibody bound to protein A-sepharose resin. For Northern blots, the ratio of the amount of RNA from the input and elution fractions loaded was 16:1, and for Western blots, the ratio of protein samples loaded was 1:18. (*B*) Fold enrichment of a given RNA upon immunoprecipitation with Hfq was calculated as described in Figure 1B.

## DISCUSSION

Studies over several decades have demonstrated that PNPase primarily functions as an exoribonuclease that degrades RNAs processively in a 3′ to 5′ direction (for review, see Andrade et al. 2009); however, PNPase under specific conditions functions “backwards” as a template-independent polynucleotide polymerase in vivo (Mohanty and Kushner 2000). It has more recently been shown that PNPase performs an additional function in *E. coli* to protect Hfq-dependent sRNAs from degradation (De Lay and Gottesman 2011; Andrade et al. 2012). A global analysis of steady-state RNA levels in *E. coli* demonstrated that many RNAs are at higher levels in the absence of PNPase, as might be expected for a degradative role of the enzyme; however, some species including sRNAs are reduced in a *pnp* deletion mutant (Mohanty and Kushner 2003; Pobre and Arraiano 2015), consistent with an RNA stabilizing role. Altogether, these accruing results indicate that PNPase plays multiple functional roles in the cell.

Here, we have shown that PNPase interacts with sRNAs that it protects, and it can do this either in the presence or absence of Hfq, although the former yields more effective binding (Fig. 1). Furthermore, in the absence of PNPase, Hfq does not bind as efficiently at least one sRNA, MicA (Fig. 6). Consistent with previous findings (Mohanty et al. 2004; Butland et al. 2005; Morita et al. 2005; Obregon et al. 2015), PNPase copurifies with Hfq and is likely to form complexes that are at least transient in vivo (Fig. 1C; Supplemental Table S4). In vitro, PNPase binds sRNAs with high affinity and forms a tertiary complex with Hfq and sRNAs (Fig. 3). Within this complex, PNPase is unable to degrade sRNAs (Fig. 5), hinting that the functional consequence of the interaction may be to shelter or remodel the sRNA in vivo.

### PNPase interacts with certain RNAs in a nondestructive mode

All of the Hfq-binding sRNAs that we examined coimmunoprecipitated with PNPase, whereas other very abundant small noncoding RNAs such as 5S rRNA and SsrA did not. Furthermore, when we performed high-throughput sequencing of our inputs and elutions from PNPase coimmunoprecipitations, 11 different Hfq-dependent sRNAs were found to be enriched by at least twofold or more. 

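All 11 sRNAs of Table 1 had a positive log2 fold change of IP RNA over total RNA in each culture, without and with tungstate. Without tungstate, 5 of them were higher (9 when adjusted over the list alone), and their median was 1.97. With tungstate none was higher over all RNAs and 6 were when adjusted over the list alone, with a median of 1.38. The study chose this list on the libraries without tungstate, so its direction there is not independent evidence. The libraries with tungstate are others, but from the same cultures by the study's record. GlmZ, OmrA, OxyS, CyaR, SgrS and McaS did not pass the test without tungstate, with values of 2.13, 1.97, 1.42, 0.91, 0.84 and 0.81 (adjusted p = 0.157, 0.127, 0.31, 0.128, 0.067 and 0.506 from edgeR). RyhB (b4451, 3580927 to 3581016), a regulator of iron use, was at 1.63 (standard error 1.53) without and -0.09 (1.75) with tungstate, and MicA, which represses outer membrane proteins, at 0.29 (0.54) and -0.24 (0.52). Neither passed the test, and RyhB has at most 24 reads in any library. The paper found both enriched by Northern blot, in signal per nanogram of RNA, which is another measure than these reads. SsrA and 5S rRNA are not in the deposited tables. In camera the list was higher than other RNAs (adjusted p = 6.81e-05 without and 8.26e-05 with tungstate, and adjusted p = 0.223 and 0.264 with an estimated correlation). How many of the 11 passed the test in either condition changed with the library left out.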

One limitation of our sequencing approach was that the cDNA library prepared from the RNA was purified with a matrix that preferentially binds DNAs longer than 200 nucleotides (Ampure XP). Therefore, this likely resulted in a reduced number of reads for many of the sRNA detected and prevented other sRNAs from being identified. sRNAs that immunoprecipitated with PNPase showed no discernible degree of degradation, suggesting that PNPase binds these sRNAs in a nondestructive mode. This is not the first example of such a binding mode for this enzyme. 

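Short RNAs made up little of each library: RNAs annotated at under 200 nt took 0.649% to 1.26% of the reads. Of the 27 Hfq-binding sRNAs, all had a read in 1 or more libraries, and MicF, RprA and RseX had at most 20, 12 and 2 reads in any library. GcvB and GlmZ, at 206 and 207 nt, had up to 110296 and 6460 reads, and Spot42, at 109 nt, up to 796. In total RNA without tungstate, the 209 tested RNAs under 200 nt were lower in culture 2. The median log2 ratio of culture 1 to culture 2 was 0.98, against 0.07 in total RNA with tungstate, 0.07 in IP RNA without and 0.11 in IP RNA with tungstate. RydC (64 nt) had 286 reads in culture 1 and 4 in culture 2 of that group, and Spot42 160 and 24. The ratio fell with length, to -0.16 for RNAs over 1000 nt (Spearman's rho = -0.249 across 4306 RNAs, which are not independent replicates). Enrichment in the co-IP had a rho with length of 0.04 without and 0.27 with tungstate. Long RNAs differed as well: ompF was 1.96 and ompC 1.34 higher on the log2 scale in culture 1, and lon and sdhA were at -1.69 and -1.76, where the other 3 groups had values between -0.26 and 0.15 for these genes, which were chosen after their values were seen.

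**Figure D4:**
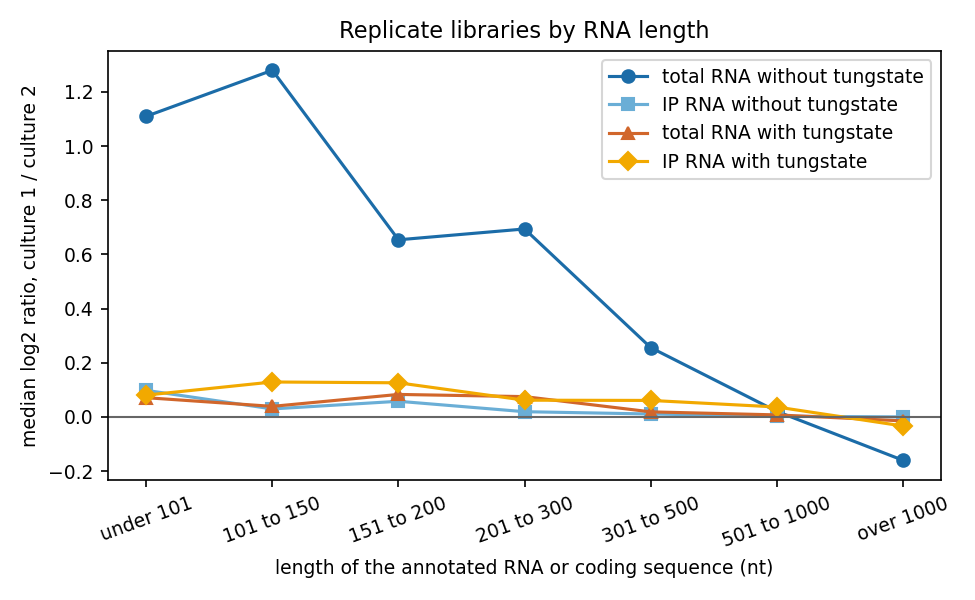
Median log2 ratio of culture 1 to culture 2 by length of the annotated RNA or coding sequence, for each of the 4 groups. Total RNA without tungstate runs from 1.11 in the shortest bin to -0.16 over 1000 nt, and the other 3 groups stay between -0.03 and 0.13.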

Human PNPase, with 40% identity to the *E. coli* homolog, binds the ribozymes RNase P and MRP, as well as 5S RNA and transports them into the mitochondria (Wang et al. 2010), suggesting that PNPase can bind RNAs without degrading them, and binding of the RNA by this enzyme in itself plays an important physiological role. Additionally, in *S. enterica* and *Deinococcus radiodurans*, PNPase binds, but does not degrade Y-RNAs, which are structural RNAs that tether PNPase to the Ro autoantigen homolog Rsr (Chen et al. 2007, 2013). In *D. radiodurans*, Rsr targets rRNA for degradation by PNPase in response to starvation (Wurtmann and Wolin 2010).

Closer examination of how PNPase interacts with Hfq-dependent sRNAs in vitro revealed that the S1 domain is important for binding RyhB, CyaR, and GcvB (Fig. 3). Substitution of the active site serines predicted to bind the phosphate used for nucleophilic attack slightly reduced sRNA binding. In vivo binding studies were less clear. For RyhB, both the S1 domain and active site residues appeared to be important for binding, but for GcvB and CyaR a substantial difference in sRNA binding between the wild-type PNPase, S1 domain mutant, or active site mutant was not observed. It is worth noting that the deletion of the S1 domain of PNPase also had much more of an effect on the stability and function for RyhB than for GcvB or CyaR (Fig. 4). The apparent discrepancy between the in vitro and in vivo results in terms of PNPase residues important for sRNA binding may be due to differences in RNA concentration. In the EMSA assays, the RNA concentration used corresponds to ∼200 molecules per cell, whereas GcvB and CyaR levels may be higher in the cells harvested for the coimmunoprecipitation experiment, overriding the requirements for S1 domain binding. This is consistent with previous findings, demonstrating that PNPase can bind RNA in the absence of the S1 domain at high RNA concentrations (Stickney et al. 2005). All together, these results suggest that the active site and S1 domains contribute to sRNA binding, but are not the sole determinants in vivo.

### PNPase forms a ternary complex with Hfq and sRNA

Our results support a ternary complex comprised of PNPase, Hfq, and sRNA (Figs. 1C, 3; Supplemental Table S4) and suggest that PNPase and Hfq may also form a ribonucleoprotein complex in the cell. In our in vitro studies, PNPase readily degrades sRNAs in the absence of Hfq (Fig. 5), but binds and is unable to degrade sRNAs in its presence (Figs 3, 5). In our PNPase immunoprecipitation experiments, sRNAs pulled down less efficiently in an *hfq* null mutant (Fig. 1). At least one sRNA, namely MicA, is less efficiently coimmunoprecipitated with Hfq in the absence of PNPase, also supporting the existence of a ternary complex. Other sRNAs such as RyhB, OmrB, CyaR, GcvB, and MgrR showed the same fold enrichment upon Hfq coimmunoprecipitation in the presence or absence of PNPase, but the overall levels of these sRNAs were much lower in the *pnp* deletion mutant. Since Hfq protects these sRNAs from degradation, the reduced levels of these sRNA may indicate reduced Hfq binding. Alternatively, these results could indicate that in the absence of PNPase, sRNAs bind to Hfq in a manner that is not fully protective from RNases. These findings naturally raise the question as to how PNPase would interact with sRNAs in an Hfq–PNPase–sRNA complex. Hfq interacts with the poly(U) tail of Rho-independent terminators of sRNAs (Otaka et al. 2011; Sauer and Weichenrieder 2011), and proximal site residues involved in binding the poly(U) tail form critical interactions with all Hfq-binding sRNAs tested (Zhang et al. 2013). Hfq also interacts with other sequences in sRNAs via additional residues. For class I sRNAs, an arginine patch along the rim of Hfq interacts with an AU-rich sequence upstream of a stem–loop structure, and for class II sRNAs, Hfq can interact with ARN repeats via distal face residues (Zhang et al. 2013; Schu et al. 2015). One possibility is that PNPase accesses the 3′ end of the Hfq bound sRNA, begins degrading the sRNA in the 3′ to 5′ direction, and remains stalled at the 3′ end forming a protective Hfq–PNPase–sRNA complex. These removed nucleotides could be template encoded or ones added by poly(A) polymerase. Alternatively, it is possible that PNPase binds to a site on the Hfq-bound sRNA other than the 3′ end, and the 3′ end remains associated with Hfq or is otherwise remodeled and inaccessible to the active site of PNPase. Rsr, mentioned earlier, forms a structure of similar shape and molecular weight as the Hfq hexamer and interacts with PNPase via a small noncoding Y-RNA that is not degraded by PNPase. Internal ribonucleotide sequences located within two stem–loop structures of the Y-RNA are important for PNPase binding (Chen et al. 2014). Given the apparent similarities between these systems, we anticipate that the RsrR-Y-RNA-PNPase (Chen et al. 2013) and Hfq-sRNA-PNPase complexes may form analogous structures. We envisage that PNPase contributes in a direct and complex way to sRNA actions in the cell by influencing in a dynamic manner the composition of sRNAs that will be presented on Hfq and possibly other regulatory ribonucleoprotein complexes.

## MATERIALS AND METHODS

### Bacterial strains and plasmids

All strains described in this study are derivatives of *E. coli* K-12 strain MG1655 (Supplemental Table S1). Plasmids used in this study are also listed in Supplemental Table S1. Primers and 5′ biotinylated oligonucleotide probes were purchased from Integrated DNA Technologies, Inc. or Sigma-Aldrich Co., LLC (Supplemental Table S2). Strain construction is described in the Supplemental Material.

### Culture media and growth conditions

*Escherichia coli* strains were grown in Lennox broth liquid medium or agar plates. Antibiotics were used at the following concentrations: ampicillin, 100 mg L^−1^; chloramphenicol, 10 mg L^−1^; kanamycin, 25 mg L^−1^; rifampicin, 500 mg L^−1^; and tetracycline, 25 mg L^−1^. 2,2′ dipyridyl (dipyridyl), isopropryl β-d-1-thiogalactopyranoside (IPTG) and arabinose was used at a final concentration of 250 μM, 100 μM, and 0.01%, respectively.

### β-Galactosidase assays

To measure expression of OmpX, overnight cultures of strains expressing an *ompX′-′lacZ* translational fusions harboring pBR-plac or pNRD405 were diluted 200-fold in LB medium containing ampicillin and grown to an OD_600_ between 0.3 and 0.4. A sample was then taken, and β-galactosidase assays were performed as described by Miller (1992). SodB expression was measured by a similar approach using strains harboring a *sodB′–′lacZ* translation fusion and pBR-plac and pBR-plac-RyhB. DppA expression was measured via a *dppA′–′lacZ* translational fusion in a *gcvB*^*+*^ or Δ*gcvB* strains.

### Northern blotting

To determine the effects of mutation in *pnp* on RyhB stability, the wild-type strain or derived *pnp* mutant was grown to exponential phase (OD_600_ of 0.3 to 0.4) at 37°C. RyhB was induced for 15 min with dipyridyl and then a 700-μL sample was removed from each culture. Sixteen minutes after induction, rifampicin was added and additional samples were removed. Total RNA was extracted using the hot phenol method as previously described (Masse et al. 2003). These samples were also used to examine GcvB turnover as GcvB is highly expressed under these growth conditions. For CyaR, the experiment was performed similar to RyhB except strains had *cyaR* deleted from the chromosome and harbored a plasmid encoded *cyaR* that is transcribed from a *lac*-based promoter. Thus, ampicillin was added to the cultures to maintain the plasmid, and the sRNA was induced with IPTG instead of dipyridyl.

After purification by the hot phenol method, 2 μg of RNA was fractionated on a 10% Tris-borate-EDTA (TBE)-urea polyacrylamide gel in 1× TBE at 55 V for 3 h. Prior to the addition of RNA samples, the TBE-urea gel was run for 30 min at 55 V. The total fractionated RNA was transferred to a Zeta-Probe GT membrane (Bio-Rad) by electroblotting using the Transblot SD semi-dry transfer cell at 400 mA for 45 min and UV-crosslinked to the membrane. After prehybridization of the membrane in ULTRAhyb solution (Ambion) at 42°C, the appropriate 5′-biotinylated probe was added to a final concentration of 100 ng per mL, and the membrane was incubated with probe overnight. The blot was developed according to the procedure of the Brightstar Biodetect kit (Ambion) and Chemidoc MP imager (Bio-Rad). RNA concentration was quantified with the Nanodrop 2000 (Thermo Scientific). Signal intensity for blots was quantified with the Bio-Rad Image Lab software.

### Immunoprecipitation of PNPase

Overnight cultures were diluted 200-fold into fresh LB medium and cultured to an OD_600_ of 1.0. For immunoprecipitations described in Figure 1C, in vivo formaldehyde crosslinking was performed as previously described (Vakulskas et al. 2014). 25 mL aliquots of cells were pelleted at 6000*g* for 10 min at 4°C. Each aliquot of cells was washed twice with 1.0 mL of TBS buffer pH of 7.4 (50 mM Tris, 150 mM NaCl) with or with tungstate (2 mM) and pelleted after each wash at 18,000*g* for 5 min at 4°C. Cells were suspended in 400 μL of TBS buffer with or without tungstate containing 4 μL of HALT protease inhibitor (Thermo Scientific) and 2 μL of Superase (Ambion), added to 400 μL of glass beads (0.1 mm), and disrupted at 4°C for 10 min using the Disruptor Genie. 700 μL of TBS buffer was added followed by vortexing for 30 sec. Cell debris was removed by centrifugation at 18,000*g* for 30 min at 4°C. The soluble lysate was placed in a new tube and the volume made up to 1 mL. A 50-μL sample was reserved for Northern or Western blotting (input). Superase was then added to the rest of the sample, which was subsequently added to 60 μL of anti-FLAG M2 agarose (Sigma) that was washed in TBS buffer per manufacturers’ instructions for batch purification. The cell lysate was incubated while mixing at 4°C for 2 h. The resin was washed three times with 1.5 mL of TBS buffer with or without tungstate, and eluted for 30 min at 4°C with 500 μL of TBS buffer with 3xFLAG peptide (Sigma). 25 μL of elution was reserved for Western blot analysis. RNA from the remaining sample and initial input RNA sample that was reserved was extracted by the hot phenol lysis method. Northern blot was performed as described above. Axeq Technologies performed the RNA sequencing, alignment of reads using Bowtie, and expression analysis as previously described (Mortazavi et al. 2008). RNA samples were treated with DNase Turbo (Ambion) prior to sequencing.

Western blotting analysis was performed by fractionating the samples reserved for protein analysis on a NuPAGE 4%–12% polyacrylamide gel at 180 V for 1 h in NuPAGE MOPS SDS running buffer (Life Technologies, Inc.) The fractionated protein was transferred to a 0.2 μM PVDF membrane using the Transblot SD semi-dry blotter at 15 V for 30 min. The membrane was blocked with PBST of pH 7.4 (11.9 mM phosphate, 137 mM NaCl, 2.7 mM KCl, 0.1% Tween 20) containing nonfat milk (3%) overnight, washed three times with PBST, probed with a rat anti-FLAG antibody (1:1000) for 1 h, washed three times with PBST, incubated with anti-rat goat antibody conjugated to alkaline phosphatase (1:2500), and washed three additional times with PBST. For detection of the β- and β′-subunits of RNA polymerase anti-β (8RB13) and anti-β′ (NT73) mouse monoclonal antibodies and anti-mouse goat antibody conjugated to alkaline phosphatase were used per manufactures’ instructions (Santa Cruz Biotechnologies, Inc). The membrane was then rinsed well with Millipore purified water. The secondary conjugated antibody was then visualized using the Lumi-Phos WB chemiluminescent substrate and the Chemidoc MP imager (Bio-Rad). Signal intensity was quantified with the Bio-Rad Image Lab software.

### Immunoprecipitation of Hfq

Overnight cultures were diluted 200-fold into 25 mL of fresh LB liquid medium and grown to an OD_600_ of 1.0. Cells were pelleted, washed, and frozen as described above for the PNPase immunoprecipitation. Immunoprecipitations were performed as previously described (Zhang et al. 2002) using anti-Hfq antiserum obtained from Dr. Susan Gottesman (NCI). RNA was isolated by phenol extraction as described above. Protein for Western blot analysis was precipitated from the phenol fraction from the RNA extraction with 2 volumes of cold acetone and pelleted at 18,000*g* for 30 min. The pellet was washed twice with 1 volume of cold acetone, pelleted at 18,000*g* for 10 min after each wash, and was allowed to air dry. The protein was then suspended in Laemmli sample buffer. Western blots were performed as described above, except using anti-Hfq antiserum and goat anti-rabbit IgG secondary antibody conjugated to alkaline phosphatase (Thermo Fisher Scientific).

### PNPase purification

PNPase was expressed from pET-Duet vector in BL21(DE3) cells induced with 0.5 mM IPTG at 25°C. Cells were harvested by centrifugation 3–4 h after induction and suspended in lysis buffer (20 mM Tris-HCl, pH 8.0, 150 mM NaCl, 150 mM KCl, 5 mM MgCl_2_, EDTA-free protease inhibitor cocktail [Roche]). After lysis, the lysate was clarified by centrifugation (4°C, 30 min, 37,500*g*) and PNPase was precipitated with ammonium sulfate (51.3% saturation) for 1 h at 4°C. The sample was centrifuged (4°C, 30 min, 37,500*g*), and the pellet was suspended in Q Buffer A (20 mM Tris-HCl, pH 8.5, 30 mM NaCl, 1 mM DTT, 10% v/v glycerol, EDTA-free protease inhibitor cocktail [Roche]), loaded on 5 mL HiTrap Q column (GE Healthcare) and eluted with a gradient of Q Buffer B (Q Buffer A with 1 M NaCl). Fractions from Q column were evaluated by SDS-PAGE and those containing PNPase were pooled and supplemented with MgCl_2_ (1 mM total concentration), sodium phosphate pH 7.9 (50 mM total concentration), (NH_4_)_2_SO_4_ (0.9 M total concentration) and DTT (1 mM total concentration). The protein solution was then loaded on a 5 mL HiTrap butyl-sepharose column (GE Healthcare) equilibrated with BS Buffer A (50 mM Tris-HCl, pH 7.9, 1 M (NH_4_)_2_SO_4_, EDTA-free protease inhibitor cocktail [Roche]) and eluted with a gradient of BS Buffer B (50 mM Tris-HCl, pH 7.9, EDTA-free protease inhibitor cocktail [Roche]). Fractions containing PNPase were pooled, concentrated, and loaded on a Superdex 200 16/60 gel filtration column equilibrated with a buffer composed of 20 mM Tris-HCl, pH 8.0, 150 mM NaCl, 5 mM MgCl_2_, 5% v/v glycerol, 1 mM DTT, and EDTA-free protease inhibitor cocktail (Roche).

### In vitro transcription

RNA was obtained by in vitro transcription according to standard protocols, using purified PCR product as a template (for primer sequences, see Supplemental Table S2). Two forms of RyhB were used in this study that differed by the length of the polyU tail: RyhB with 9 Us on 3′ end was used except in the ITC and EMSA experiments in the presence of tungstate, where RNA with 4Us on the 3′ end was used.

### RNA degradation assays

Degradation assays were performed in buffer containing 20 mM Tris, pH 7.5, 100 mM NaCl, 1 mM MgCl_2_, 1 mM DTT, 2 mM sodium phosphate. Degradation assays were carried out at 37°C. 0.2 µM RNA and 0.2 µM PNPase were used per reaction. RNA was heated for 2 min at 50°C and slowly cooled to room temperature. PNPase and Hfq were preincubated together before addition of RNA. Reactions were stopped by incubation with Proteinase K in 50°C for 15–30 min, in Proteinase K buffer (100 mM Tris-HCl, pH 7.5, 12.5 mM EDTA, 150 mM NaCl, 1% wt/v SDS). An initial time point was taken from the reaction mixture immediately after the RNA was added and corresponds to 10–15 sec. RNA loading dye (Fermentas) was added and after denaturation at 95°C for 3 min whole samples were loaded on a 10% polyacrylamide gel containing 7 M urea. Gels were stained in SYBR Gold solution (Invitrogen).

### Gel mobility shift assays

Binding experiments were carried out at 30°C. 0.2 µM RNA was used per reaction. Gel-shift assays were performed in buffer containing 20 mM Tris, pH 7.5, 100 mM NaCl, 1 mM MgCl_2_, 1 mM DTT. After 20 min from addition of RNA, samples were transferred to ice, supplemented with 5 µL of 50% glycerol in binding buffer and immediately loaded on the native gel.

### Isothermal titration calorimetry

PNPase and RyhB were buffer exchanged in 20 mM Tris-HCl, pH 7.5, 1 mM MgCl_2_, 1 mM DTT using Micro Biospin 6 Chromatography Columns (Bio-Rad). Measurements were performed on a Microcal ITC200 calorimeter at 30°C with stirring at 1000 rpm. Following an initial injection of 0.4 μL, injections of 2 μL RyhB (27 μM syringe concentration) into PNPase (2.7 μM cell concentration) were separated by 100 sec to allow the system to reach equilibrium between injections. Data were analyzed using the ORIGIN software.

### Bio-layer interferometry

Kinetic measurements were performed using Octet RED96 system (ForteBio, UK). RyhB was in vitro transcribed in the presence of fivefold excess of GMP-biotin (TriLink Biotechnologies, San Diego CA, USA) over GTP. Biotin-labeled RNA was immobilized on the Streptavidin biosensors and subsequently submerged into 5 µM solution of maltose-binding protein (MBP) labeled with biotin. Binding was performed in the binding buffer 20 mM Tris, pH 7.5, 100 mM NaCl, 1 mM MgCl_2_, 1 mM DTT supplemented with 1 mg/mL acetylated BSA (Affymetrix). Sensors were regenerated between measurements with 1 M MgCl_2_. Another set of tips was saturated with MBP-biotin and used for determination of nonspecific binding. The data were fitted with Data Analysis software (ForteBio) with a 1:1 binding model. The plots were prepared with Profit (Quantum Soft, Switzerland) using the following equation for response fit:

$$Y=\mathrm{Rm}\times X^{n}/(K_{d}^{\;\;n}\;+\;X^{n}),$$

where *Y* is the observed binding, *X* is the molar concentration of the ligand, Rm is the maximum specific binding, and *n* is the Hill's coefficient.

## DATA DEPOSITION

The high-throughput RNA sequencing data presented in this publication have been deposited in NCBI's Gene Expression Omnibus (GEO) under accession number GSE69856 and will be released to the public upon publication of this manuscript.

## SUPPLEMENTAL MATERIAL

Supplemental material is available for this article.

## Supplementary Material

Supplemental Material

# Supplementary material for: The ribonuclease polynucleotide phosphorylase can interact with small regulatory RNAs in both protective and degradative modes
**Source:** RNA. 2016 Mar;22(3):360–72. doi: 10.1261/rna.052886.115
**Supplement:** Supplemental Material

The ribonuclease polynucleotide phosphorylase can interact with small regulatory RNAs in both protective and degradative modes — The ribonuclease polynucleotide phosphorylase can interact with small regulatory RNAs in both protective and degradative modes — Supplemental Material 

# The ribonuclease polynucleotide phosphorylase can interact with small regulatory RNAs in both protective and degradative modes

## Supplemental Material

**Files in this Data Supplement:**

- Supp Table S3.xlsx
- Supp Material.docx

# Supplementary material for: The ribonuclease polynucleotide phosphorylase can interact with small regulatory RNAs in both protective and degradative modes
**Source:** RNA. 2016 Mar;22(3):360–72. doi: 10.1261/rna.052886.115
**Supplement:** Supplemental Material

**SUPPLEMENTARY INFORMATION**

**The exoribonuclease polynucleotide phosphorylase can interact with small noncoding RNAs in both protective and degradative modes.**

Katarzyna J. Bandyra^1*^, Dhriti Sinha^2^, Johanna Syrjanen^1^, Ben F. Luisi^1^, and Nicholas R. De Lay^2,3*✝^

^*^ K.J.B. and N.R.D contributed equally to this work.

**TABLE OF CONTENTS**

**Figure S1: Activity of PNPase-FLAG in processing RNA and facilitating sRNA-mediated regulation of gene expression.**

**Figure S2: PNPase does not protect sRNAs from degradation by RNase E in vitro.**

**Table S1: Strains and plasmids used in this study**

**Table S2: Primers and probes used in this study**

**Table S3: RNAs co-immunoprecipitated with PNPase in the presence or absence of tungstate.**

**Table S4: Proteomics analysis of immunoprecipitated Hfq and PNPase**

**Supplementary Materials and Methods**

**Supplementary References**

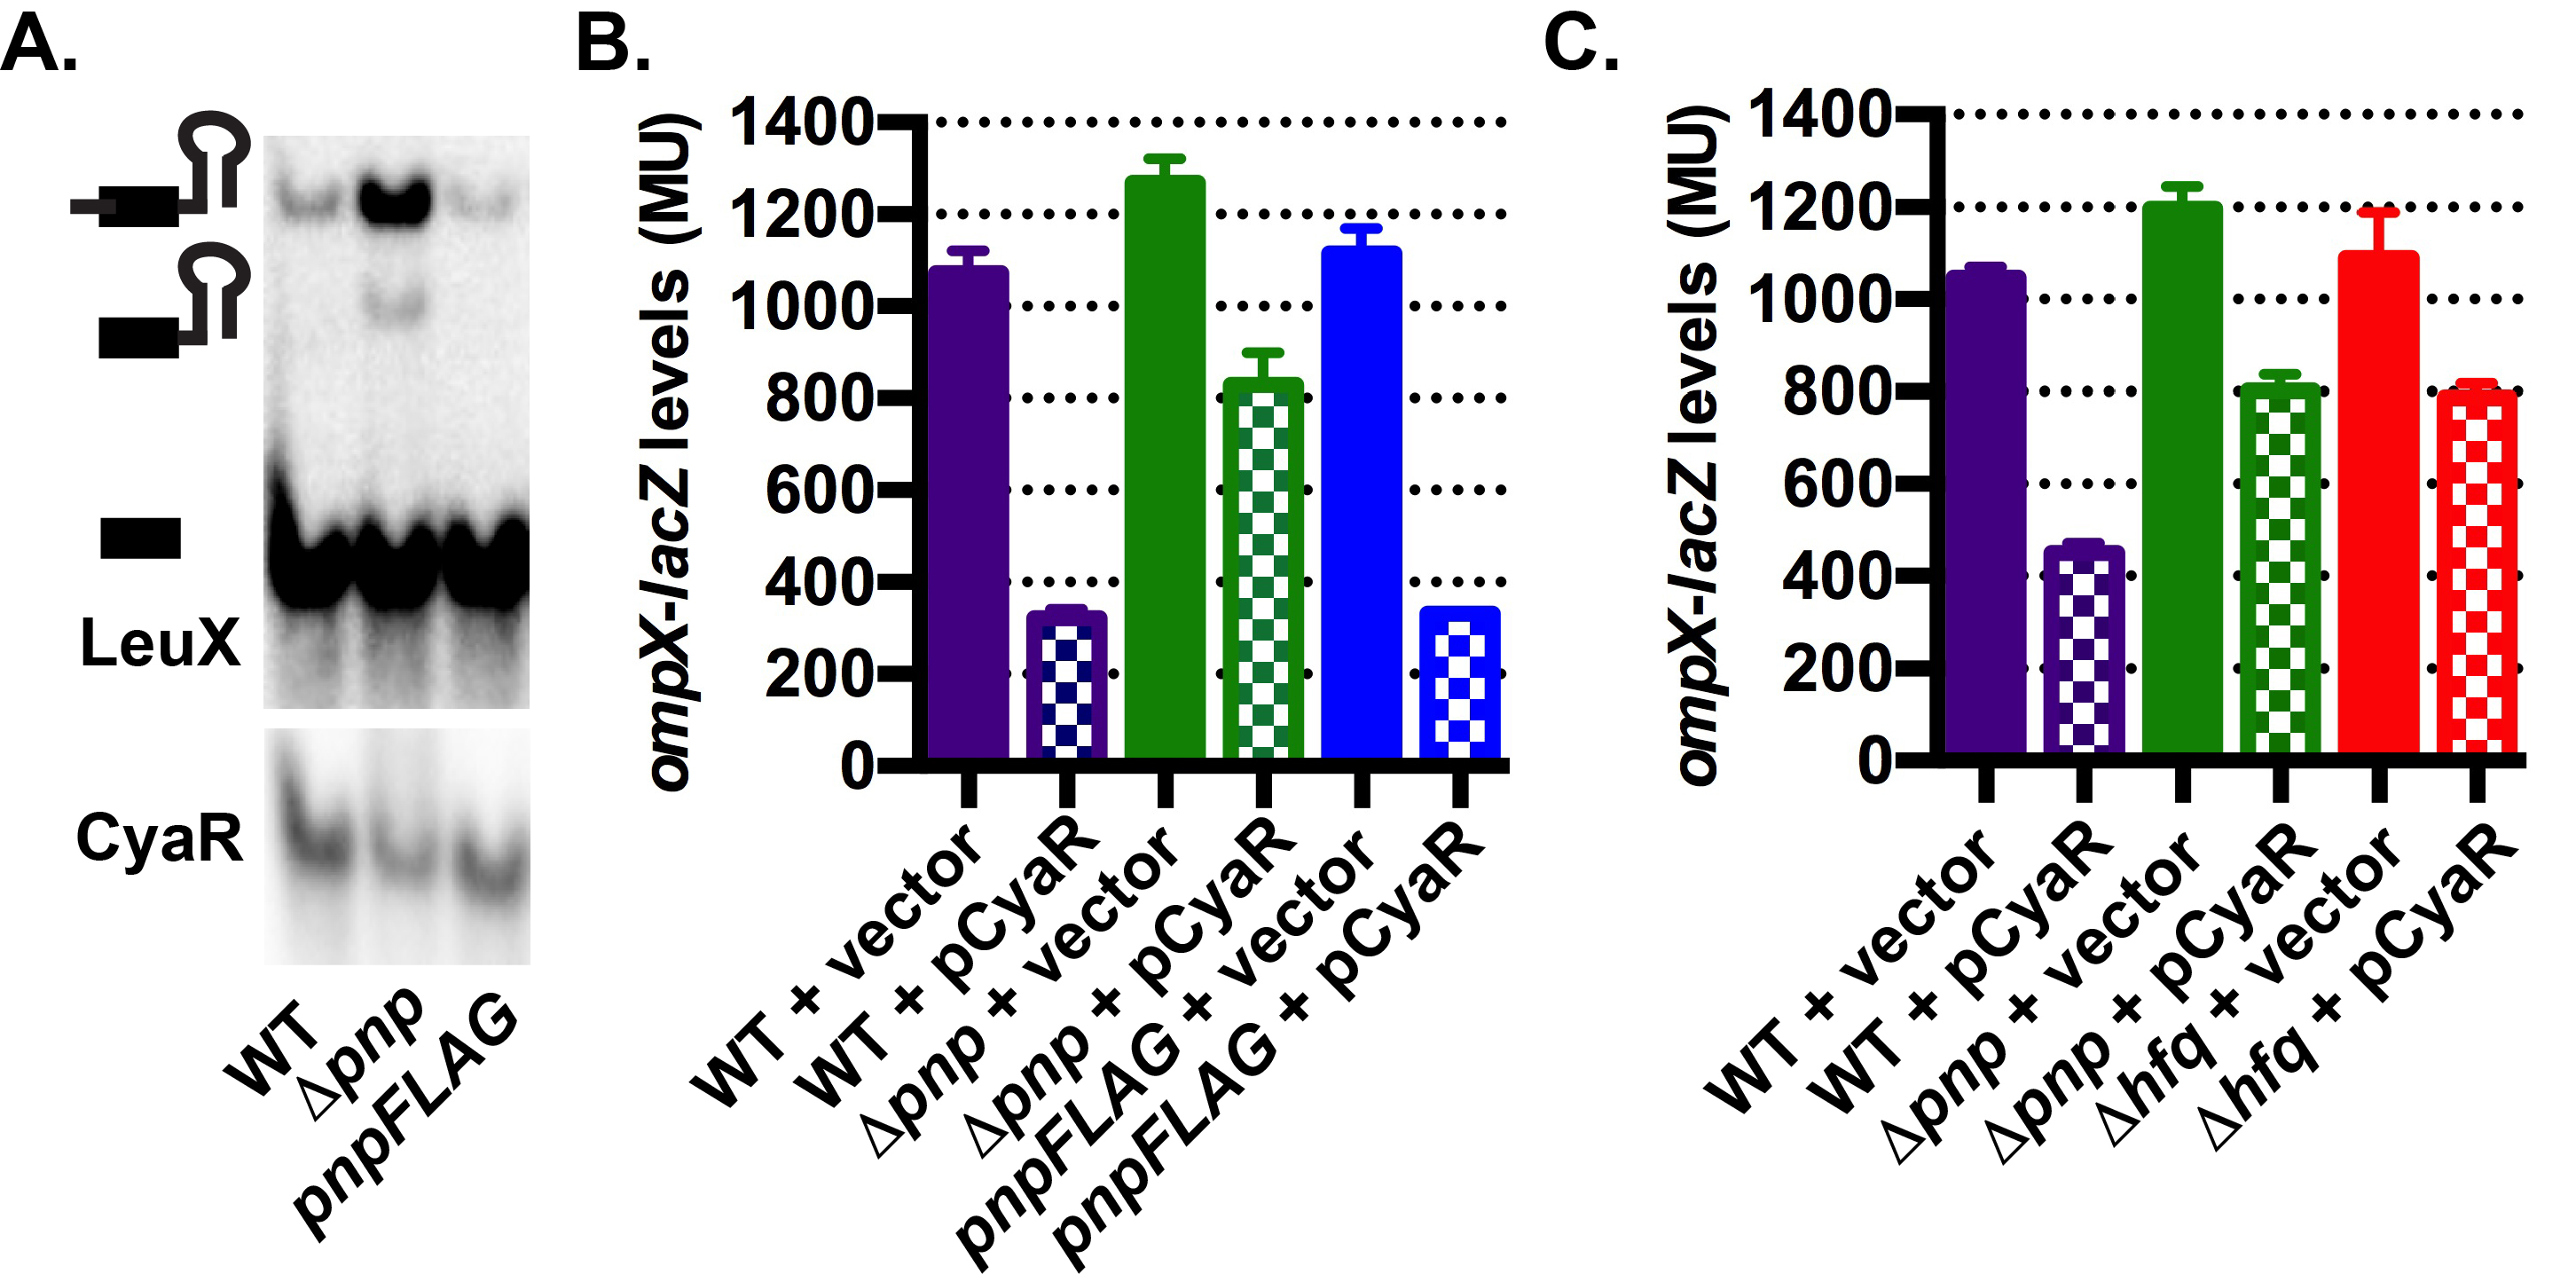

**Figure S1: Activity of PNPase-FLAG in processing RNA and facilitating sRNA-mediated regulation of gene expression.** (A) LeuX processing and CyaR levels were analyzed by northern blot. RNA was isolated from late exponential phase cultures (OD600 ~1.0) of a wild type (KR10000; WT) or derived Δ*pnp* (NRD999) or *pnpFLAG* strain (NRD1243), fractionated on a polyacrylamide gel, transferred to a nylon membrane, and probed for LeuX tRNA or CyaR sRNA. Deletion of *pnp* led to a nearly 500% increase in the unprocessed transcript compared to the wild type strain, but the deletion did not significantly affect the total amount of mature LeuX transcript generated, consistent with previous findings (Mohanty and Kushner 2010). (B) Response of *ompX*-*lacZ* expression to CyaR. Samples were analysed for β-galactosidase activity from exponential phase cultures (OD600 ~0.3) of a *cyaR* deletion strain containing an *ompX-lacZ* translational fusion (NRD377; WT), a derived strain that has *pnp* replaced with an antibiotic resistance cassette (NRD677; Δ*pnp;*) or 3XFLAG-tagged PNPase encoding allele (NRD1267; *pnpFLAG*) and harboring a vector (pBR-plac) or a plasmid expressing CyaR (pNRD405). Deletion of *pnp* resulted in a defect in the regulation of the *ompX*’-‘*lacZ* fusion by CyaR, as previously reported (De Lay and Gottesman 2011). (C). β-galactosidase activity assays as described in (B) with a wild type (WT; NRD726), or derived Δ*pnp* (NRD730) or Δ*hfq* strain (NRD731).

**
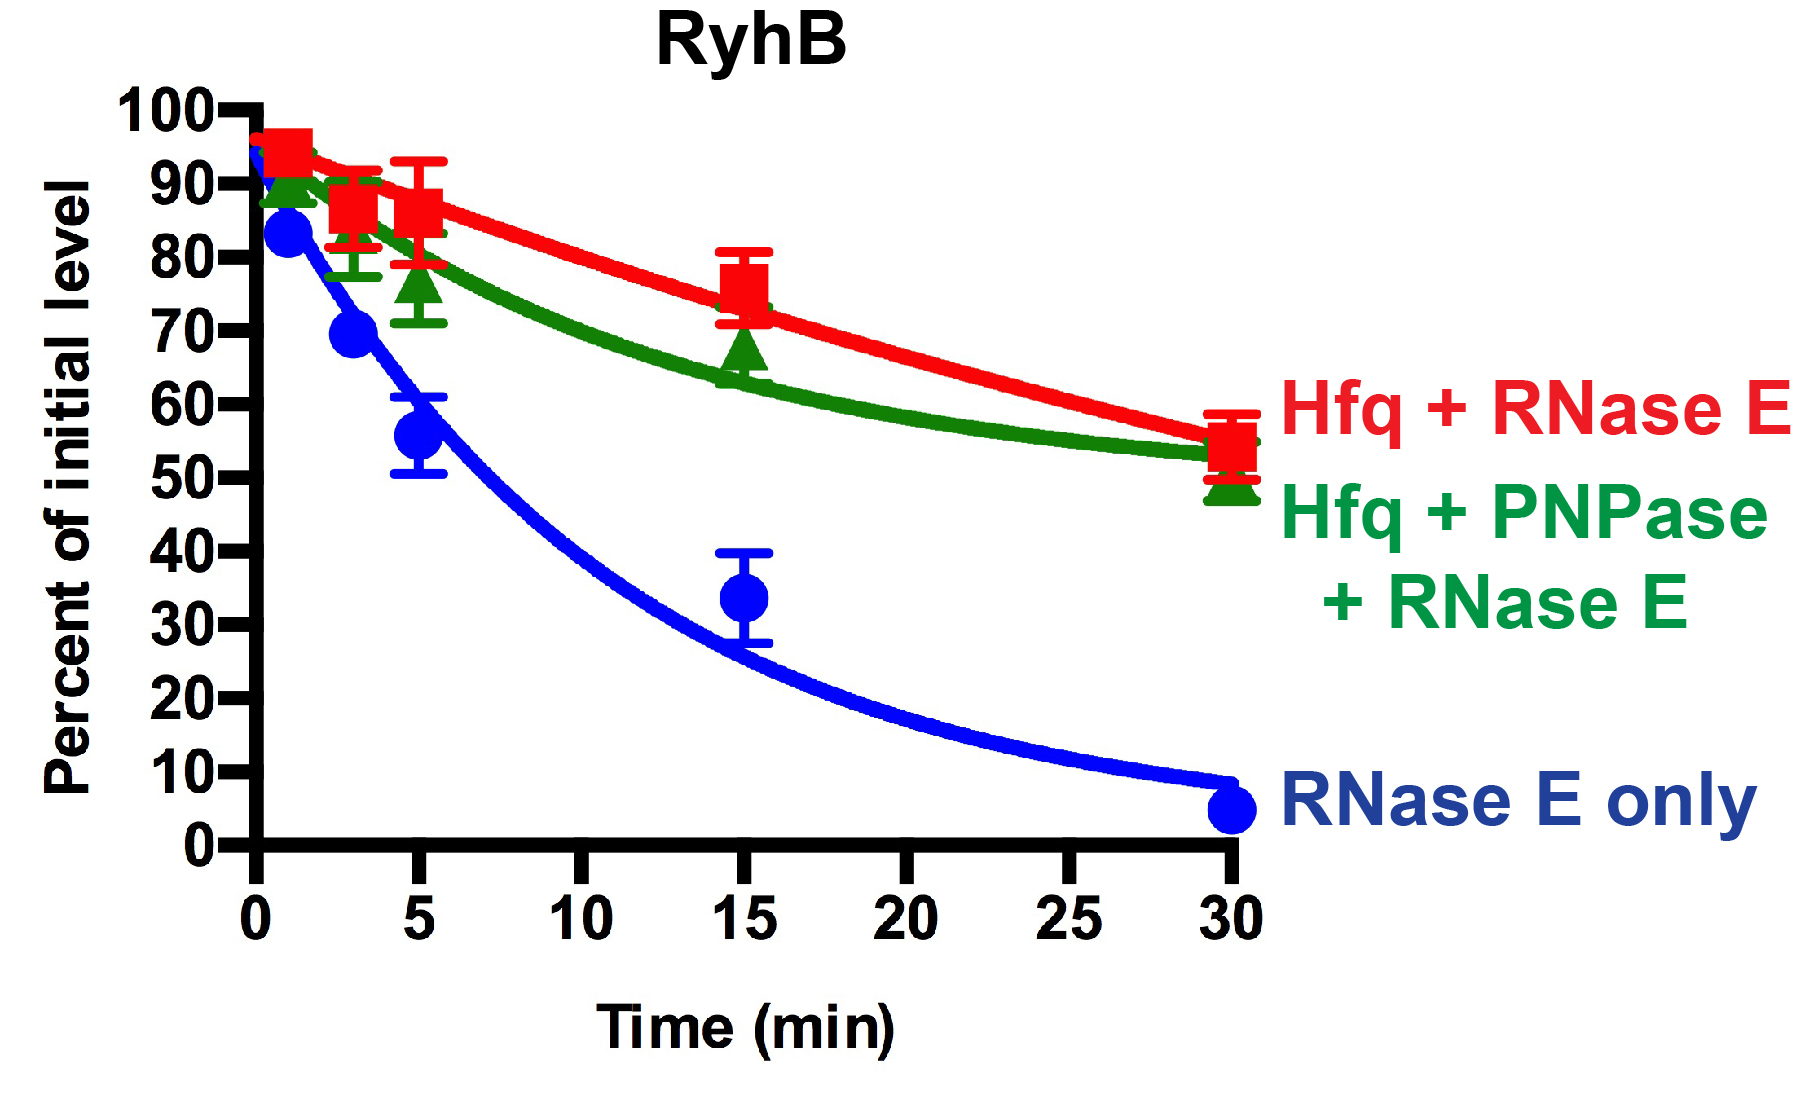
**

**Figure S2: PNPase does not protect sRNAs from degradation by RNase E in vitro.**

Degradation of RyhB by RNase E. Hfq confers some protection against RNase E attack, but this protective effect is not significantly increased by the presence of PNPase. The reaction conditions do not include phosphate and therefore would not support phosphorylysis by PNPase.

**Table S1: Strains and plasmids used in this study**

**Table S2: Primers and Northern blot probes used in this study**

| **Primer or probe** | **Sequence (5’ to 3’)** |
| --- | --- |
| **Primers** |  |
| cat-P1 | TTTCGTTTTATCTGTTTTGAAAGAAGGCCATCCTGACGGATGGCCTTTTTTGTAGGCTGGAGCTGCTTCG |
| cat-P2 | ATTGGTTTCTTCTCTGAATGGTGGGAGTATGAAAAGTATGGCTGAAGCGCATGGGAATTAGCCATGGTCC |
| CyaREcoFor | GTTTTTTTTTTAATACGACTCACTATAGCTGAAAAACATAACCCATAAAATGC |
| CyaREcoRev | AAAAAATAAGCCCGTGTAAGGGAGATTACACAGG |
| deeplac | CGGGCCTCTTCGCTA |
| GcvBFor | GTTTTTTTTTTAATACGACTCACTATA G ACTTCCTGAGCCGGAACGAAAAG |
| GcvBRev | AAAAAAAAGCACCGCAATTAGGCGGTG |
| zeopBADlacZ | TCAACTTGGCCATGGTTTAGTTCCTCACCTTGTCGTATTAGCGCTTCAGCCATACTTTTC |
| pnpFLAG Rev | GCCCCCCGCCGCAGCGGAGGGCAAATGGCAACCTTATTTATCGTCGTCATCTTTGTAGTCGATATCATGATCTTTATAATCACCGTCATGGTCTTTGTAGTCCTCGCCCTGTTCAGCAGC |
| pnp606FLAG Rev | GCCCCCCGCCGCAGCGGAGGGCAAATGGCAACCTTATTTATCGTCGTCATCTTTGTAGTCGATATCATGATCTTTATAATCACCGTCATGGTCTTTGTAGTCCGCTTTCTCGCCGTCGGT |
| pnpccdB For | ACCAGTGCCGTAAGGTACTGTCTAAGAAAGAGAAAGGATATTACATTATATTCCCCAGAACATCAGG |
| pnpccdB Rev | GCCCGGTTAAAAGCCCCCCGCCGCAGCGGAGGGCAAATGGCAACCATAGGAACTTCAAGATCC |
| pnpinsccdB For | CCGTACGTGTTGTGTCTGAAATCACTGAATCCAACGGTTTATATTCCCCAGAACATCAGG |
| pnpinsccdB Rev | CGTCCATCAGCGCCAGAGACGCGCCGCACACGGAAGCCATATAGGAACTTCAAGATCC |
| pnpoligo | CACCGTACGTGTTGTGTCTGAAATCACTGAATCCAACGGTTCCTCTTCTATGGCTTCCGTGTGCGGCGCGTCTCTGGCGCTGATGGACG |
| pnpS437-9A oligo | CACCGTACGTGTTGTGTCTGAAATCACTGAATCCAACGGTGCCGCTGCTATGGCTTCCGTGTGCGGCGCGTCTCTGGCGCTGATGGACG |
| pnpS437-9A For | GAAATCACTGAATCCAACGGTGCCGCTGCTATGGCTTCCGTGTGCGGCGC |
| pnpS437-9A Rev | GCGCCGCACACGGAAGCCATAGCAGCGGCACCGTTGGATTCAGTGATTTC |
| pnpchrom For | CAGTGCCGTAAGGTACTG |
| pnpchrom Rev | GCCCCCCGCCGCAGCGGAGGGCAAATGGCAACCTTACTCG |
| pnpK606stop | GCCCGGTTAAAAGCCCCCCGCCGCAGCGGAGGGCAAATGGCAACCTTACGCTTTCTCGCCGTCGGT |
| pnpE550stop | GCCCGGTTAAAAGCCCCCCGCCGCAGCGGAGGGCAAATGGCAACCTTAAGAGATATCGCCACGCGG |
| pnp-ccdB For | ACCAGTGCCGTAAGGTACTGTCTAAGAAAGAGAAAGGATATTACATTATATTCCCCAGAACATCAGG |
| pnp-ccdB Rev | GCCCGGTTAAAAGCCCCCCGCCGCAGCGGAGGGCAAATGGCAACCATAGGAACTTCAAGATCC |
| RyhBFor | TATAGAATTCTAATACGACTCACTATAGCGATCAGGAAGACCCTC |
| RyhBRev | AAAAGCCAGCACCCGGCTGGCTAAG |
| RyhBRev9U | AAAAAAAAAGCCAGCACCCGGCTGGCTAAG |
| sodB-lacZ For | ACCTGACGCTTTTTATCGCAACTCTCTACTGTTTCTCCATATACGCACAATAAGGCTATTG |
| sodB-lacZ Rev | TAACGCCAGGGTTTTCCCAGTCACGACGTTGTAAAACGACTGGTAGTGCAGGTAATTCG |
|  |  |
| **Probes** |  |
| CyaR | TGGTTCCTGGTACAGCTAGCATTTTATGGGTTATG |
| GcvB | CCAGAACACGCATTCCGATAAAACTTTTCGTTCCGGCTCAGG |
| LeuX | CGTATTTCTACGGTTGATTTTG |
| MicA | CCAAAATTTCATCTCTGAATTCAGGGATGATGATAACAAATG |
| MgrR | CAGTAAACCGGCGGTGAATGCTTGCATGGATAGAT |
| RyhB | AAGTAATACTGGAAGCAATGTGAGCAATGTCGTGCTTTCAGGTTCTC |
| SsrA | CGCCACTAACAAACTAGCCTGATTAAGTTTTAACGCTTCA |
| 5s | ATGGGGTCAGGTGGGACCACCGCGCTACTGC |

**Table S4 Proteomics analyses of immunoprecipitated Hfq and PNPase**

Part 1: FLAG-antibody immunoprecipitated extracts from *Escherichia coli* expressing chromomosal PNPase-FLAG and the parental control.

| **Protein** | **Wild type,**  **exponential phase** | | **PNPase-FLAG,**  **exponential phase** | | **Wild type,**  **stationary phase** | | **PNPase-FLAG**  **stationary phase** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | MASCOT | EMPAI* | MASCOT | EMPAI* | MASCOT | EMPAI* | MASCOT | EMPAI* |
| Hfq | < 42 | < 0.30 | 288 | 7.54 | 145 | 1.24 | 321 | 7.54 |
|  |  |  |  |  |  |  |  |  |
| Enolase | < 45 | < 0.08 | 1356 | 10.46 | 475 | 0.87 | 1548 | 15.24 |
|  |  |  |  |  |  |  |  |  |
| RhlB | < 45 | < 0.08 | 837 | 2.60 | < 41 | < 0.07 | 658 | 1.25 |
|  |  |  |  |  |  |  |  |  |
| Glycerol kinase | 870 | 1.47 | 1253 | 3.52 | 1604 | 9.45 | 1615 | 10.68 |
|  |  |  |  |  |  |  |  |  |
| PNPase | 121 | 0.09 | 1668 | 5.25 | 217 | 0.21 | 1485 | 5.25 |
|  |  |  |  |  |  |  |  |  |
| RNase E | < 42 | < 0.06 | 3537 | 19.06 | 102 | 0.06 | 2031 | 2.80 |
|  |  |  |  |  |  |  |  |  |
| RpoB | 675 | 0.35 | 2060 | 1.62 | 1127 | 0.57 | 2098 | 1.85 |
|  |  |  |  |  |  |  |  |  |
| RpoC | 471 | 0.26 | 2216 | 1.76 | 1190 | 0.86 | 1678 | 1.07 |

Immunoprecipitates were resolved on a SDS-PAGE gel, and the bands excised and analysed by LC/MS-MS by the proteomics facility, University of Cambridge, Department of Biochemistry.

*****EMPAI defined at 10^PAI^, where PAI - Nobsd/Nobsl, where Nobsd and Nobsl are then number of observed peptides per protein and the number of observable peptides per protein, respectively (Ishihama et al. 2005).

**Table S4 Proteomics analyses of immunoprecipitated Hfq and PNPase (continued)**

Part 2: Analysis of proteins immunoprecipitated with Hfq-FLAG in *Salmonella hfq-flag::km 3616* and parental control.

| **Protein** | **Wild type,**  **exponential phase** | | **Hfq-FLAG,**  **exponential phase** | | **Wild type,**  **stationary phase** | | **Hfq-FLAG**  **stationary phase** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | MASCOT | EMPAI* | MASCOT | EMPAI* | MASCOT | EMPAI* | MASCOT | EMPAI* |
| PNPase | 40 | 0.04 | 368 | 0.46 | 66 | 0.09 | 606 | 1.03 |
|  |  |  |  |  |  |  |  |  |
| RNase E | Not detected | Not detected | 349 | 0.24 | Not detected | Not detected | 747 | 0.67 |
|  |  |  |  |  |  |  |  |  |
| Hfq | 89 | 1.95 | 340 | 24.71 | Not detected | Not detected | 440 | 129.39 |
|  |  |  |  |  |  |  |  |  |
| Pyruvate dehydrogenase E1 (known to interact with FLAG antibody) | 701 | 0.68 | 1334 | 1.81 | 920 | 1.03 | 1611 | 3.71 |

Part 3: Analysis of proteins complexes with Hfq. FLAG-antibody immunoprecipitated extracts from *Salmonella* expressing chromosomal Hfq-FLAG were resolved on a native gel, and PNPase bands identified by western blot with anti-PNPase antibodies. These bands were excised and analyzed by LC/MS-MS. The highest EMPAI scores are tabulated. The order of migration, from slow to fast, is Band 1, 2, 3, and 4.

| **Protein** | **Band 1** | **Band 2** | **Band 3** | **Band 4** |
| --- | --- | --- | --- | --- |
| Hfq | 10.42 | 32.70 | 10.42 | 43.18 |
| PNPase | 0.09 | 1.61 | 4.30 | 0.18 |
| S1 | - | - | 2.69 | - |
| Enolase | 0.26 | - | - | 0.88 |
| DNA polymerase β (RpoB) | 4.91 | 0.86 | - | - |
| DNA polymerase α (RpoA) | 3.73 | - | - | - |
| RNase E | 0.58 | - | - | - |
| Purine nucleoside phosphorylase | - | - | - | 3.75 |

**Supplementary Materials and Methods**

**Bacterial strains and plasmids**

All strains used in this study are derivatives of *E. coli* K12 strain MG1655. Strains and plasmids utilized are described in Supplemental Table S1. Oligonucleotides are listed in Supplemental Table S2 and were purchased from Integrated DNA Technologies, Inc. or Sigma-Aldrich Co., LLC. P1*vir* transductions were performed as described by Miller (Miller 1992). Plasmid pNRD466 was generated by site directed mutagenesis using the QuickChange II kit (Agilent Technologies) using primers pnpS437-9A For and Rev primers.

The *sodB'-'lacZ* fusion strain, NRD537, was constructed as described previously (Mandin and Gottesman 2009) via lambda Red recombinase-mediated recombineering using a PCR product generated by amplifying the *sodB* 5'UTR and first 9 codons from MG1655 genomic DNA using sodB-lacZ For and Rev primers, selecting for sucrose resistance, and screening for the correct insert by PCR and sequencing. The *dppA'-'lacZ* fusion was linked to zeocin resistance cassette by replacing the *kan ccdB* cassette in NM580 with a PCR product amplified from KM86 using zeopBADlacZ and deeplac primers by recombineering generating strain NRD1229. The zeocin resistance cassette in NRD1229 was subsequently replaced with a chloramphenicol resistance cassette by recombineering using a PCR product amplified from pKD3 using cat-P1 and cat-P2 primers.

NRD1021, NRD1022, and NRD1144 were constructed as follows. The *pnp* gene was first replaced with a PCR product containing a cassette encoding the kanamycin resistance gene and *ccdB* toxin gene by lamba Red recombinase-mediated allele replacement. The PCR product was amplified from CR201 genomic DNA using pnpccdB For and Rev primers. The *kan ccdB* cassette in the resulting strain, NRD1009, was subsequently replaced with PCR products generated by amplifying *pnp* from pNRD412 using pnpchrom For and pnpE550stop primers (NRD1021), pNRD466 using pnpchrom For and Rev primers (NRD1022), or pNRD412 using pnpchrom For and pnpK606stop primers (NRD1144). Successful recombinants were selected on arabinose plates, which induce CcdB toxin expression, and screened by PCR and sequencing.

Strain NRD1243, which has the chromosomal copy of *pnp* exchanged with a FLAG-tagged encoding allele, was generated by replacing the *kan ccdB* cassette of NRD1009 via lambda Red recombinase-mediated allele replacement with a PCR product amplified from plasmid pNRD412 using pnpchrom For and pnpFLAG Rev primers. Successful recombinants were isolated as described above.

Strain NRD1246 encoding PNPaseΔS1 FLAG was generated in a multi-step process. The *kan ccdB* cassette in NRD1009 was replaced by lambda Red recombinase-mediated allele replacement with a PCR product generated from plasmid pNRD466 using primers pnpchrom For and pnp606FLAG rev to generate strain NRD1249, which has codons 437, 438, and 439 of *pnp* mutated. Codons 437-439 were subsequently replaced with a *kan ccdB* cassette using a PCR product generated from CR201 using pnpinsccdB For and Rev primers yielding strain NRD1268. The wild type sequence of codons 437 to 439 was then inserted by lambda Red mediated recombination using pnpoligo DNA to generate strain NRD1246.

Strain NRD1247 was constructed as follows. Codons 437 to 439 of *pnp::3XFLAG* from strain NRD1243 were replaced with a *kan ccdB* cassette as described above, and the mutations that result in the S437A S438A and S439A substitutions were introduced by replacing the *kan ccdB* cassette via lambda red recombinase mediated gene replacement using the pnpS437-9Aoligo DNA.

**β-galactosidase assays**

β-galactosidase activity assays were performed as described in Materials and Methods.

**Supplementary References**

Baba T, Ara T, Hasegawa M, Takai Y, Okumura Y, Baba M, Datsenko KA, Tomita M, Wanner BL, Mori H. 2006. Construction of Escherichia coli K-12 in-frame, single-gene knockout mutants: the Keio collection. *Molecular systems biology* **2**: 2006 0008.

Battesti A, Majdalani N, Gottesman S. 2015. Stress sigma factor RpoS degradation and translation are sensitive to the state of central metabolism. *Proceedings of the National Academy of Sciences of the United States of America* **112**: 5159-5164.

Datsenko KA, Wanner BL. 2000. One-step inactivation of chromosomal genes in Escherichia coli K-12 using PCR products. *Proceedings of the National Academy of Sciences of the United States of America* **97**: 6640-6645.

De Lay N, Gottesman S. 2009. The Crp-activated small noncoding regulatory RNA CyaR (RyeE) links nutritional status to group behavior. *Journal of bacteriology* **191**: 461-476.

De Lay N, Gottesman S. 2011. Role of polynucleotide phosphorylase in sRNA function in Escherichia coli. *Rna* **17**: 1172-1189.

Guillier M, Gottesman S. 2006. Remodelling of the Escherichia coli outer membrane by two small regulatory RNAs. *Molecular microbiology* **59**: 231-247.

Ishihama Y, Oda Y, Tabata T, Sato T, Nagasu T, Rappsilber J, Mann M. 2005. Exponentially modified protein abundance index (emPAI) for estimation of absolute protein amount in proteomics by the number of sequenced peptides per protein. *Molecular & cellular proteomics : MCP* **4**: 1265-1272.

Mandin P, Gottesman S. 2009. A genetic approach for finding small RNAs regulators of genes of interest identifies RybC as regulating the DpiA/DpiB two-component system. *Molecular microbiology* **72**: 551-565.

Mandin P, Gottesman S. 2010. Integrating anaerobic/aerobic sensing and the general stress response through the ArcZ small RNA. *The EMBO journal* **29**: 3094-3107.

Masse E, Escorcia FE, Gottesman S. 2003. Coupled degradation of a small regulatory RNA and its mRNA targets in Escherichia coli. *Genes & development* **17**: 2374-2383.

Miller JH. 1992. *A Short Course in Bacterial Genetics*. Cold Spring Harbor Laboratory Press, Cold Spring Harbor, NY.

Mohanty BK, Kushner SR. 2010. Processing of the Escherichia coli leuX tRNA transcript, encoding tRNA(Leu5), requires either the 3'-->5' exoribonuclease polynucleotide phosphorylase or RNase P to remove the Rho-independent transcription terminator. *Nucleic acids research* **38**: 597-607.

Moon K, Gottesman S. 2011. Competition among Hfq-binding small RNAs in Escherichia coli. *Molecular microbiology* **82**: 1545-1562.

How the deposited data were processed for this re-analysis (not part of the article)

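RNA of 2 cultures of E. coli K-12 MG1655 strain NRD1243 was sequenced as total RNA of the lysate and as RNA that coimmunoprecipitated with PNPase-3xFLAG, without and with 2 mM tungstate in the buffers. The 8 libraries form 4 groups of 2, mapped from the sample labels. The RNA was treated with DNase and depleted of ribosomal RNA, and the stranded paired-end libraries were purified with Ampure XP. Axeq Technologies aligned the reads with Bowtie, whose version and settings the paper's text does not name, and made RPKM values. As deposited by the authors, the tables hold counts of reads aligned to each annotated RNA, with no normalization, and RPKM made from them, per library, for 65 ncRNAs and 4382 mRNAs, of which 4436 of 4447 carry a locus tag of the MG1655 reference annotation. Checked on the values, all reads are whole even numbers and the RPKM follow from reads, length and 1 constant per library. No column per library was left unused. The depth was 18958702 to 26821306 reads per library over both tables.

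Reads of both tables were analysed together in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr, glmQLFit and glmQLFTest) on all 8 libraries, with the culture as a block, since each IP and its input came from the same culture. An RNA was called at a Benjamini-Hochberg adjusted p under 0.05. There were 5 comparisons: IP RNA with total RNA without tungstate, the same with tungstate, the interaction of these, and tungstate with no tungstate in IP RNA and in total RNA. Gene lists were tested with camera (limma 3.58.1, preset correlation 0.01, and with an estimated correlation) and fry on voom values; the 20 lists are those of Hfq-binding sRNAs, the sRNAs of Table 1, ncRNAs that do not act through Hfq, antitoxin and cis-antisense RNAs, mRNA targets of GcvB, of RyhB and of other sRNAs, ribosomal proteins, the RNA degradosome with RNases and RNA chaperones, flagella and chemotaxis, leader peptides, amino acid biosynthesis, lipopolysaccharide core, colanic acid, fimbriae, operons silent or cryptic in aerobic broth, iron uptake, outer membrane porins and lipoproteins, RNA polymerase and sigma factors, and phosphate and molybdate or tungstate uptake. Members came from general knowledge and gene names, so they are not the 24 sRNAs of the paper, which its text does not list.

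Named genes are the 10 largest rises and 10 largest falls among RNAs past the threshold and changed the same way in both cultures for each comparison of IP with total RNA (5 and 5 for the other comparisons, where none passed), the sRNAs of Table 1, RyhB, MicA, pnp, hfq, ompX, sodB and dppA, and up to 4 called members of each list. Ratios of IP to total RNA were taken from the deposited RPKM. The paper's text names neither a rule on both cultures nor a minimum of reads; here an RNA counted as over 2-fold when the ratio of IP to total RNA was over 2 in both cultures, among RNAs with at least 1 read in each of the 4 libraries. The paper's averages in Tables 1 and 2 follow from the ratio of mean RPKM for 22 of 22 values to within 3 digits. Shares were compared with Fisher's exact test, and intervals of shares are Clopper-Pearson. Intervals of medians come from 10000 bootstrap draws over the members, and matched lists from 10000 random lists, each member drawn from the 100 RNAs nearest in length or abundance.

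The pipeline was tested on simulated data with 8 libraries of the same depth. Reads were drawn from a negative binomial with each RNA's mean over the libraries and the fitted trend of dispersion with abundance. Changes of 2-fold or 4-fold were given to 200 RNAs, drawn only from those above a bound of low abundance. No library was made to stand apart, so the shares found do not cover RNAs with few reads or a library that stands apart. Of the RNAs changed 2-fold, 42% were found without tungstate, 38% with tungstate, 17% in the interaction, 43% in IP RNA and 39% in total RNA. Of those changed 4-fold, the shares were 99%, 99%, 80%, 100% and 99%. Alternatives were DESeq2 size factors, scaling by mapped reads, no filter, no block, reads halved to pairs, each library left out, the 4 libraries of a comparison alone, DESeq2 1.42.0, other rules for 2-fold and, chosen after seeing the data, removal of the length trend of each library (loess) and total RNA of culture 1 as the only denominator. GC content was not tested, since no genome sequence was at hand. SsrA and 5S rRNA are not in the tables, and no read-level files were used.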

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

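Chosen after the result was seen were the tests of length, of a difference between the cultures and of the spread of long RNAs in total RNA without tungstate, the test of less sRNA in IP RNA, and the alternatives for the gene lists.

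The paper reports on RNAs that are higher in the PNPase co-IP; RNAs that were lower, and groups of mRNAs it does not discuss, are listed here. Without tungstate 173 RNAs were lower in IP RNA than in total RNA, and with tungstate 82. Of the 54 ribosomal protein mRNAs, 29 and 13 were lower, of the 6 ncRNAs that do not act through Hfq 4 and 4, and of the 15 antitoxin and cis-antisense RNAs 2 and 3. Of the 53 mRNAs of flagella and chemotaxis, 7 and 4 were higher, and of the 154 mRNAs of operons silent or cryptic in aerobic broth 8 and 5, among them napA, of nitrate reduction, at 1.55 with tungstate. With tungstate, 161 mRNAs were over 2-fold in both cultures by RPKM, a condition for which the paper's text gives no number of mRNAs.

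A second group of results differs between the conditions, by a test of the enrichment with minus without tungstate (camera). The median difference was -0.63 for the Hfq-binding sRNAs, -0.53 for the antitoxin and cis-antisense RNAs, 0.43 for the ribosomal proteins, -0.86 for the leader peptides, 0.17 for amino acid biosynthesis, -0.35 for the fimbriae, -0.25 for the porins and lipoproteins and 0.44 for RNA polymerase and sigma factors. The adjusted p ran from 0.000139 for the ribosomal proteins to 0.0364 for the antitoxin RNAs, and with an estimated correlation it was 0.63 for each of these lists. Without total RNA without tungstate of culture 2 the medians were -0.05, -0.19, 0.16, -0.29, -0.01, -0.16, 0.01 and -0.01 in the same order, with the sign of the porins and of RNA polymerase and amino acid biosynthesis turned.

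RNAs under 200 nt were lower in total RNA without tungstate of culture 2 than of culture 1, by a median of 0.979 (log2); lower depth is argued against, since thinning culture 1 to the depth of culture 2 moved them by 0.00112. A difference between the cultures is argued against if the labels hold, since total RNA with tungstate from the same cultures had a median of 0.074. The log2 ratios of culture 1 to culture 2 in that group had correlations of 0.16 to 0.25 with those of the other groups, which had 0.77 to 0.84 among each other (1900 RNAs), so a library from another culture stays open. Loss of short fragments in that library stays open: Spearman's rho of length with the ratio of culture 1 to culture 2 was -0.249 there and -0.114 to -0.0293 in the other groups, where a value above -0.1 in all of them had been set as the bound. It may not be the whole of what sets the library apart, since the SD of that ratio among 867 long RNAs, with the length trend removed, was 0.74 there and at most 0.318 in the other groups.

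The Hfq-binding sRNAs had a higher median enrichment without than with tungstate, 1.07 and 0.61, but edgeR called 0 of 23 in the test of the difference (59 of all RNAs at an unadjusted p under 0.05; DESeq2 0), and the list's call (adjusted p = 0.0333) is lost with an estimated correlation (0.63). In these libraries little of the median difference in enrichment, -0.63, lay in IP RNA. The median change there with tungstate was -0.139 (95% bootstrap interval over the members -0.293 to 0.0895). That interval does not cover the spread between cultures, and normalized reads give no absolute amount, so less sRNA immunoprecipitated with tungstate stays open. Low counts of short RNAs in total RNA without tungstate of culture 2 may explain it: without that library the difference of the medians over the 23 members tested with all libraries was 0.128 instead of 0.462, although it was 0.528 over the 25 members that then pass the filter. An effect of tungstate on the enrichment stays open: the median of the tested difference was -0.05 without that library (adjusted p = 0.958 in limma's camera), -0.09 with the length trend removed (0.552) and -0.82 without total RNA without tungstate of culture 1 (0.0229).

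Ribosomal protein mRNAs had medians below 0 in IP RNA over total RNA in both conditions, with 29 and 13 of 54 called lower and a list call that is lost with an estimated correlation (adjusted p = 0.133 and 0.142). Short length of the coding sequence is argued against. In the condition nearest to the bound, the median of -0.694 lay below the central 95% of random lists of mRNAs matched on that length, which ended at -0.392. High abundance is argued against in the same way, with a bound of -0.192, and scaling of the libraries by a median that stayed at -0.576 or below under DESeq2 size factors and scaling by mapped reads. GC content and the length of the whole transcripts were not tested and stay open, and no biological explanation was tested.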

How the results depend on the processing

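Chosen after seeing the data were removal of the length trend, total RNA of culture 1 as the denominator, and the alternatives for the gene lists. A library left alone in its group is assumed to vary like the other groups.

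Without tungstate, 312 RNAs differed between IP and total RNA. Scaling by mapped reads gave 555 and DESeq2's Wald test 794, and leaving out 1 library gave 0 to 2548. With tungstate the number was 163; DESeq2 gave 514, a fit of only the 4 libraries of the comparison 1831, and leaving out 1 library 0 to 1994. Of the 312 and the 163, all were called in the same comparison without total RNA without tungstate of culture 1 and also without that of culture 2, in fits that call 1544 to 2548 RNAs. A fit of only the 4 libraries without tungstate called 231, of which 60 higher and 77 lower RNAs were among the 312. Without the culture as a block the numbers were 214 and 129, with 90 higher and 113 lower shared with the 312, and with the length trend removed 307 and 132.

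For the change of the enrichment with tungstate, edgeR called 0 RNAs (59 at an unadjusted p under 0.05; DESeq2 0), and leaving out 1 library gave 0 to 2018. In IP RNA with over without tungstate it called 0 (60; DESeq2 0), with 245 from only the 4 libraries and 0 to 225 when leaving out 1 library. In total RNA it called 0 (212), with 1 from only the 4 libraries, 1 from DESeq2 and 0 to 2307 when leaving out 1 library. The highest numbers come from leaving out total RNA without tungstate of culture 1 or culture 2, the libraries that differ most within a group, whose spread the fit shares with all groups: without culture 1, 2548, 1994, 2018, 215 and 2307 RNAs in the 5 comparisons, and without culture 2, 1544, 1986, 0, 225 and 0.

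The median of the Hfq-binding sRNAs without tungstate was 1.07 with p = 0.206 in camera under an estimated correlation and 0.55 (p = 0.357) without the 11 sRNAs of Table 1; scaling by mapped reads gave 1.34 (p = 0.0295, and 0.0655 adjusted over the lists), and leaving out 1 library gave 0.73 to 1.64, with p = 0.091 without total RNA without tungstate of culture 2. With tungstate it was 0.61 (p = 0.316) under an estimated correlation, 0.54 (p = 0.0514) with scaling by mapped reads, 0.0047 (p = 0.846) without the 11 sRNAs, and 0.21 to 0.90 when leaving out 1 library, with p = 0.051 without total RNA with tungstate of culture 1. The study chose the 11 sRNAs as those enriched in the libraries without tungstate, so what is left without them there is lower by construction. The libraries with tungstate are others, from the same cultures by the study's record. There the remaining sRNAs had a median near 0 and did not pass camera's test, so the list's rise with tungstate rested on the 11. The cause of the other changes was not tested.

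Without tungstate the percentage of mRNAs over 2-fold was 6.01; it was 22.0 by the mean of the 2 ratios, 13.8 by the ratio of mean RPKM, 3.03 with TMM-normalized counts and 9.21 to 33.0 with 1 culture left out. With tungstate 7 Hfq-binding sRNAs were over 2-fold, 11 by the mean of the 2 ratios and 4 with at least 10 reads in each library of total RNA, and the percentage of mRNAs was 3.81, with 6.98 by the mean of the 2 ratios, 5.94 by the ratio of mean RPKM and 7.58 to 7.81 with 1 culture left out. With total RNA of culture 1 as the denominator 9 Hfq-binding sRNAs and 264 mRNAs were over 2-fold without tungstate.

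Among the single RNAs named, 17 values turned their sign, none of an RNA that was called. Leaving out 1 library gave -0.54 to 1.46 for micA without tungstate, and with tungstate -0.0061 to 1.25 for glmZ, -0.43 to 0.84 for mcaS, -3.30 to 2.27 for ryhB, -0.11 to 0.16 for pnp and -0.19 to 0.11 for dppA. With tungstate, scaling by mapped reads gave 0.057 for ryhB and 0.075 for dppA, removal of the length trend 0.28 for ryhB, 0.21 for micA and -0.15 for pnp, and DESeq2 0.69 for ryhB. The turns under mapped reads go with the shift of all RNAs that this scaling gives; the cause of the others was not tested. Over 141 values of single RNAs, 1458 alternatives kept direction and side of the threshold, 707 kept the direction and lost the call, and 63 gained it. For the 20 further medians of lists past camera's threshold, over both conditions, 279 kept both and 21 lost the call. Scaling by mapped reads moves the median of all RNAs, by 0.337 without and 0.116 with tungstate, and with it the sign of lists near 0, which is no property of these lists: the GcvB targets (0.28), RyhB targets (0.29), degradosome (0.25) and phosphate uptake (0.17) without tungstate, and the GcvB targets (0.03), other targets (0.0036) and RNA polymerase (0.02) with tungstate. RyhB did not pass the filter with counts halved to pairs, and the change of the enrichment has no fit of only 4 libraries.

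Simulated changes of 2-fold were found in 17% to 43% of RNAs and of 4-fold in 80% to 100%, among RNAs above a bound of low abundance. Neither depth nor the number of libraries was varied in the simulation, so what depth limits was not tested.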

Differences from the paper's values

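With the rule used here (a ratio over 2 in both cultures, at least 1 read in each library), no value that could be set beside the paper's differed by more than 1.5 times. The paper's 11 Hfq-binding sRNAs over 2-fold were also 11 here, and the average folds of Tables 1 and 2 matched for 22 of 22, as ratios of mean RPKM. The paper gives 278 mRNAs over 2-fold without tungstate, and here 250 had a ratio over 2 in both cultures with at least 1 read in each library, all of them in Table S3; counting ratios from the lowest one in Table S3 upward, a bound read from the authors' table, gave 278, each of them in the table. Of the other rules set before the data were examined, the ratio of mean RPKM gave 575 mRNAs, the mean of the 2 ratios 914, TMM-normalized counts 126 and culture 2 alone 1373, all over 1.5 times apart from the paper's 278. At least 10 reads in each library of total RNA gave 210, at least 1 read in any library 287 and culture 1 alone 383, which are not. The paper gives 46% of sRNAs over 2-fold, and the mean of the 2 ratios and culture 2 alone each gave 15 of 19. The paper gives 24 Hfq-binding sRNAs detected, and here 19 had a read in each of the 4 libraries and 27 in any library; with at least 10 reads in each library of total RNA 13 were left, and the paper's list is not in its text.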

Other observations

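Chosen after the result was seen was the test of the mRNA targets as 1 list.

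In a fit of the 4 IP libraries alone, tungstate lowered 129 RNAs in the PNPase co-IP and raised 116, mostly by little: the median size of the log2 change was 0.377. Among the mRNAs called, osmB, ibpA, bsmA and uspF were lower, at -1.10, -0.80, -0.76 and -0.67, and nrfB, fdnH, dmsB, nirD and napA higher, at 0.86, 0.71, 0.64, 0.62 and 0.54. These genes were chosen after their values were seen and were not tested as groups. With all 8 libraries edgeR called 0 (60 at an unadjusted p under 0.05; DESeq2 0), so the result depends on the spread of the libraries of total RNA; without total RNA without tungstate of culture 2, 225 were called, 203 of them among the 245.

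The mRNAs hokB, shoB and dinQ, which encode small toxic peptides, were lower in IP RNA in both conditions. They are among the largest falls, were grouped after their values were seen and were not tested as a list. hokB was at -3.23 without and -3.49 with tungstate, shoB at -4.11 and -3.22, and dinQ at -4.44 and -3.20. hokB overlaps mokB and SokB, and reads of these were not told apart.

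A hypothesis set for testing was that Hfq-binding sRNAs are higher in IP RNA than other RNAs of the same length. In the condition nearest to the bound their median of 0.613 lay above the central 95% of random lists of RNAs of the same length, which ended at -0.00175. Length here is that of the annotated RNA or coding sequence. Since the list holds sRNAs picked for their fold, its place above these lists cannot decide whether length alone accounts for it. No IP from an untagged strain is among the libraries, so the sequencing does not tell binding to PNPase apart from background on the resin. The paper ran that control by Northern blot for several sRNAs and found none of them in the elution from untagged PNPase. The list holds the 11 sRNAs of Table 1, which the study chose on the libraries without tungstate, and its median with tungstate rested on them.

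A second hypothesis was that mRNA targets come down with their sRNAs. The 86 targets of GcvB, RyhB and other sRNAs had medians of 0.00662 without and -0.0582 with tungstate, and passed camera's test in neither condition. The upper 95% bootstrap bound nearest to the limit was 0.0757, where the sRNAs of Table 1 had a median of 1.38. As a set in these libraries, the targets did not rise by 0.5 times that median, by an interval over members and not over cultures. Whether single targets come down with their sRNAs stays open, since RyhB had few reads and pairing was not measured.

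The other lists had medians without and with tungstate of 0.53 and 0.02 (leader peptides, 11 mRNAs, 0 called), 0.90 and 0.51 (lipopolysaccharide core, 17, waaY higher without tungstate), 1.21 and 0.52 (colanic acid, 16, galF higher in both), 0.61 and 0.14 (fimbriae, 51), 0.22 and 0.26 (iron uptake, 35, feoB higher in both), -0.50 and -0.10 (RNA polymerase and sigma factors, 17, rpoH lower without tungstate), -0.17 and 0.08 (phosphate and molybdate or tungstate uptake, 29, ugpB higher in both) and -0.09 and 0.02 (RNA degradosome, RNases and RNA chaperones, 29, with 1 higher and 4 lower without tungstate). Of the fimbriae 1 was higher and 1 lower without tungstate and 1 lower with it. In camera the lipopolysaccharide core was higher with adjusted p = 0.00218 and 0.00227 (adjusted p = 0.457 and 0.402 with an estimated correlation), and colanic acid with 0.0156 and 0.00731 (0.223 and 0.21). Without tungstate the fimbriae were higher (0.0119; 0.65) and RNA polymerase and sigma factors lower (0.00545; 0.65), and the leader peptides, iron uptake, phosphate uptake and the degradosome passed in neither condition.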
